# Hypomorphic ASGR1 modulates lipid homeostasis via INSIG1-mediated SREBP signaling suppression

**DOI:** 10.1172/jci.insight.147038

**Published:** 2021-10-08

**Authors:** Yingying Xu, Jiawang Tao, Xiaorui Yu, Yuhang Wu, Yan Chen, Kai You, Jiaye Zhang, Anteneh Getachew, Tingcai Pan, Yuanqi Zhuang, Fang Yuan, Fan Yang, Xianhua Lin, Yin-xiong Li

**Keywords:** Metabolism, Atherosclerosis, Cholesterol, Lipoproteins

## Abstract

A population genetic study identified that the asialoglycoprotein receptor 1 (*ASGR1*) mutation carriers had substantially lower non–HDL-cholesterol (non–HDL-c) levels and reduced risks of cardiovascular diseases. However, the mechanism behind this phenomenon remained unclear. Here, we established *Asgr1*-knockout mice that represented a plasma lipid profile with significantly lower non–HDL-c and triglyceride (TG) caused by decreased secretion and increased uptake of VLDL/LDL. These 2 phenotypes were linked with the decreased expression of microsomal triglyceride transfer protein and proprotein convertase subtilisin/kexin type 9, 2 key targeted genes of sterol regulatory element–binding proteins (SREBPs). Furthermore, there were fewer nuclear SREBPs (nSREBPs) on account of more SREBPs being trapped in endoplasmic reticulum, which was caused by an increased expression of insulin-induced gene 1 (INSIG1), an anchor of SREBPs. Overexpression and gene knockdown interventions, in different models, were conducted to rescue the ASGR1-deficient phenotypes, and we found that INSIG1 knockdown independently reversed the ASGR1-mutated phenotypes with increased serum total cholesterol, LDL-c, TG, and liver cholesterol content accompanied by restored SREBP signaling. ASGR1 rescue experiments reduced INSIG1 and restored the SREBP network defect as manifested by improved apolipoprotein B secretion and reduced LDL uptake. Our observation demonstrated that increased INSIG1 is a critical factor responsible for ASGR1 deficiency–associated lipid profile changes and nSREBP suppression. This finding of an ASGR1/INSIG1/SREBP axis regulating lipid hemostasis may provide multiple potential targets for lipid-lowering drug development.

## Introduction

Dyslipidemia is a major risk factor for the development of metabolic diseases, including fatty liver, type 2 diabetes mellitus, cardiovascular disease (CVD), and stroke. The most used lipid-lowering drugs are statins (HMG-CoA reductase inhibitors) that have been found to reduce CVD and mortality but with therapeutic limitations (existing statin-insensitive patients) and potential side effects (rhabdomyolysis and hepatotoxicity) (1). Thus, new therapeutic strategies for metabolic diseases are necessary. Elevated non–HDL-cholesterol (non–HDL-c) content is believed to be a leading cause of CVD (2). A human population genetic study provided evidence that variant asialoglycoprotein receptor 1 (*ASGR1*) is associated with lower non–HDL-c content and reduced risk of coronary artery disease (CAD), indicating a potential target for CVD prevention and treatment (3).

ASGR1 is the major subunit of ASGR, a transmembrane glycoprotein predominantly expressed on the sinusoidal surface of the hepatocytes in the liver (4). ASGR functions as a C-type lectin mediating endocytosis and degradation of desialylated proteins in circulation (5). It plays a pivotal role in a variety of pathophysiologic processes, such as removal of desialylated platelets (6, 7), suppression of hepatocellular carcinoma metastasis (8), elimination of activated lymphocytes (9), and serving as the gate for hepatotropic viruses (10, 11). Notably, ASGR is also postulated to account for lipoprotein clearance. Lipoprotein (a) and chylomicron remnant have emerged as likely ligands for ASGR (12, 13). With support of the population genetic study data, ASGR1 is emerging as an attractive protein for dissecting the regulatory network of lipid homeostasis and a potential target for lipid-lowering drug development.

In mammals, sterol regulatory element–binding proteins (SREBPs) play a vital role in cholesterol and lipid homeostasis. SREBPs have 4 isoforms, designated SREBP1a, SREBP1b, SREBP1c, and SREBP2 (14, 15). SREBPs function as transcriptional factors via negative feedback control to regulate lipogenesis and uptake and biosynthesis of cholesterol. SREBP1 is responsible for fatty acid synthesis and energy storage, while SREBP2 is responsible for cholesterol regulation (16–19). Activation of SREBPs is tightly regulated by intracellular sterol condition. In the presence of sterols, SREBPs are anchored in the endoplasmic reticulum (ER) with SREBP-cleavage-activating protein (SCAP) and insulin-induced gene 1/2 (INSIG1/2). In the absence of sterols, the SCAP/SREBP complex dissociates from INSIG1/2 and is packaged into coatomer protein subunit beta 1 vesicles to travel to the Golgi apparatus, where SREBPs undergo sequential proteolytic cleavages by site 1 protease and site 2 protease to release the NH2-terminal domain. Then, the active nuclear SREBPs (nSREBPs) enter the nucleus and bind the sterol response element (SRE) to regulate downstream genes associated with lipogenesis and metabolism (19, 20). In the process, SCAP and INSIG1/2 are the core sterol sensors that control the SREBP pathway. Except for sterol, the space configuration and posttranslational modifications such as phosphorylation and glycosylation also affect functions of these proteins (21–24). However, the association of ASGR1 with the SREBP pathway remains unknown, and it needs further investigation to improve our understanding of lipid homeostasis.

Here, we study the functions of ASGR1 in the regulation of systemic lipid metabolism. In line with human genetic findings, ASGR1 deficiency in mice reduced cholesterol and triglyceride (TG) contents. Mechanistic studies revealed that ASGR1 deficiency promoted SREBPs’ retention in ER through upregulating INSIG1 and inhibiting SREBPs’ activation. These findings suggest ASGR1 inhibition can be a potential strategy to reduce plasma lipid content.

## Results

### ASGR1-knockout mice represent a low lipid profile.

To investigate the physiological functions of ASGR1, we first generated *Asgr1*-knockout mice with CRISPR/Cas9 gene editing, and the obtained knockout lines were confirmed by Western blotting (Figure 1A and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.147038DS1). ASGR1 was highly expressed in liver tissues of WT mice but was substantially decreased or undetectable in *Asgr1*^+/−^ or *Asgr1*^−/−^ mice, respectively (Figure 1B). The body weight of mice and hepatic histology showed no significant difference among mice with different genotypes (Supplemental Figure 1, C and E). Notably, biochemical analysis of the lipid profile indicated that the whole spectrum of lipids in serum and liver tissues were decreased in ASGR1-deficient male mice (Figure 1, C–I). In detail, the serum TC level showed significant changes among groups, which were 3.8 (± 0.50) mM, 2.9 (± 0.43) mM, and 2.7 (± 0.37) mM in WT, *Asgr1*^+/−^, and *Asgr1*^−/−^ mice, respectively, followed by the reduced level of LDL-c, HDL-c, and TG in similar trends. Considering that the reported variant *ASGR1* was associated with reduced non–HDL-c, we calculated non–HDL-c level by subtracting HDL-c content from TC content. The non–HDL-c content of the WT, *Asgr1*^+/−^, and *Asgr1*^−/−^ mice was 2.3 (± 0.45) mM, 1.7 (± 0.3) mM, and 1.63 (± 0.19) mM, respectively (Figure 1F). To dissect out lipoprotein class–linked cholesterol and TG changes, the FPLC assay was performed. Corresponding fractions (chylomicron, VLDL/LDL, and HDL) were sequentially collected and measured for the cholesterol and TG concentrations. Consistent with the trends and changes of biochemical analysis, the FPLC assay confirmed that the content of lipids carried by lipoproteins was decreased (Figure 1, J and K).

To detect whether there is a sex difference in ASGR1 physiological functions, we repeated the lipid profile analyses in female mice. Consistent with male mice, the serum TC, LDL-c, HDL-c, and non–HDL-c levels were decreased in ASGR1-deficient female mice, with the exception of TG (Supplemental Figure 2, A–E). Therefore, we used male mice in the following experiments to avoid potential hormonal effects. Such lipid profiling analyses in vivo indicated that ASGR1 was involved in the regulatory network of lipid homeostasis.

### VLDL/LDL secretion is reduced, accompanied by less microsomal triglyceride transfer protein in ASGR1-deficient mice.

Dietary intake and absorption as well as lipid secretion could affect the serum lipid levels. To determine the factor responsible for the low lipid profile in ASGR1-deficient mice, the amount of food intake per day for mice was measured, and the results suggested that mice with different genotypes took in a similar amount of food (Supplemental Figure 1D). Then an oral lipid tolerance test was conducted to measure lipid absorption ability among the mice. By gavage of olive oil to mice, after 4 hours, we found that the serum TG and cholesterol content were similar among WT and ASGR1-deficient mice, indicating that ASGR1 deficiency did not affect dietary fat absorption (Supplemental Figure 3, A and B). Next, to determine whether deficiency of ASGR1 can influence lipid secretion, we measured serum lipid level after administration of lipoprotein lipase inhibitor tyloxapol and found serum TG levels of ASGR1-deficient mice were comparatively less than those of WT mice. The most significant difference was observed at 3 hours after intravenous injection (*Asgr1*^+/−^, decreased by 19%; *Asgr1*^−/−^, decreased by 21%; Figure 2, A and B).

Within this short experimental period, the measured secretion of TC did not show a significant difference among the groups of ASGR1-knockout and WT mice. However, the deep analysis of apolipoprotein B (APOB, the core factor of VLDL/LDL) with FPLC confirmed that the APOB content was reduced in fractions containing CM and VLDL/LDL particles in serum of the *Asgr1*^−/−^ mice, which was consistent with the observed changes of the serum lipoprotein profile (Supplemental Figure 3C and Figure 1). Western blot analyses also revealed less APOB in the liver and serum of ASGR1-deficient mice. Particularly, in the null *Asgr1*-nullmice, the serum contents of APOB100 and APOB48 were decreased by 40% and 60% (Figure 2, D and E). The decrease was paralleled with the similar trend of reduction of MTTP (the key protein for LDL assembly and secretion). The reduction of APOB and MTTP occurred not only on the protein level but also on the transcriptional level; the mRNA expression of *Mttp* and *Apob* was significantly decreased in null *Asgr1*-null mice compared with that of WT counterparts (Figure 2C).

Furthermore, to verify the effect of ASGR1 on LDL secretion, *ASGR1* was knocked out in HepG2 cells. The secreted APOB in the supernatant was significantly decreased in *ASGR1*-null HepG2 cells, corresponding to the animal results (Figure 2H). Similarly, MTTP was decreased significantly at both mRNA and protein levels in ASGR1-deficient cells (Figure 2, F and G). In summary, ASGR1 deficiency led to a defect in LDL secretion that might be caused by less MTTP and APOB for the construction of the LDL complex and its secretion from hepatocytes.

### The LDL uptake rate increases in ASGR1-deficient hepatocytes linked with less proprotein convertase subtilisin/kexin type 9.

The uptake of LDL-c by the liver is the predominant way to clear it from plasma. To investigate whether hepatic LDL uptake ability could be affected by ASGR1, the LDL uptake assay was conducted on the primary hepatocytes isolated from mice and HepG2 cells without or with ASGR knockout (ASGR1^–/–^). Hence, dil-labeled LDL was incubated with hepatic cells for 4 hours after starvation of the cells overnight. In ASGR1-deficient hepatic cells, the fluorescence intensities of such internalized LDL-dil particles were markedly higher than those of the WT cells. In detail, the uptake rates increased by 20% and 90% in *Asgr1*^+/–^ and *Asgr1*^–/–^ primary hepatocytes, respectively, compared with the WT counterparts. Likewise, the LDL uptake rate was increased by 45% in *ASGR1*^–/–^ HepG2 cells compared with control WT cells (Figure 3, A and D). For further validation, we established ASGR1-knockout human hepatocyte-like cells differentiated from embryonic stem cell line H1 (hu-HLC-*ASGR1*^–/–^) (Supplemental Figure 4, A and B) and measured LDL uptake rate. Consequently, increased LDL uptake was observed in the hu-HLC-*ASGR1*^–/–^ cells by 50% (Supplemental Figure 4C). In addition, the LDLR expression level was determined both at mRNA and protein levels. The *LDLR* mRNA expression declined in ASGR1-deficient livers, and a slight increase was observed in HepG2 cells. In contrast to the mRNA expression pattern, increased LDLR protein was observed in all cases of ASGR1-deficient mice and HepG2 cells (Figure 3, C and F). Furthermore, PCSK9, the mediator for LDLR degradation (25), was found to be significantly downregulated both on mRNA and on protein levels in ASGR1-deficient conditions, which contributed to stability of LDLR (Figure 3, B, C, E, and F). Upon overexpression of PCSK9 in HepG2-ASGR1^–/–^ cells and WT HepG2 cells, respectively, the LDLR protein content decreased in both cell lines, leading to no substantial difference of the LDLR between HepG2-ASGR1^–/–^ and WT cells (Supplemental Figure 4D). Collectively, the increased LDL uptake under ASGR1-deficient conditions might be due to the low PCSK9 level leading to more stable LDLR on hepatocytes.

### Attenuated metabolic gene program in Asgr1^–/–^ mouse livers.

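RNA-Seq measured liver mRNA in 3 WT and 3 *Asgr1*-/- mice, male animals on a C57BL/6 background aged 13 weeks that had been fasted overnight. Each library came from the liver of 1 mouse, and the labels name no batch or sequencing date. The paper's methods give extraction with TRIzol and an RNeasy kit, 1 μg of RNA per library and processing of the sequences by GENEWIZ. The aligner and the counting tool are not given in the sources used here. The deposited table holds raw read counts and FPKM (fragments per kilobase of exon, scaled to the counts of the library) for 55401 genes of the mouse genome build GRCm38, and FPKM recomputed from the counts and the exonic gene sizes lay within 0.005 of the deposited values. The counts summed to 20134006 to 21178121 per WT liver and to 19842637 to 22080809 per *Asgr1*-/- liver, and 24757 genes had a count above 0 in at least 1 liver.
*Asgr1* (ENSMUSG00000020884), the deleted gene, had 15894, 15463 and 11716 counts in WT livers 1, 2 and 3, against 62, 40 and 36 counts in *Asgr1*-/- livers 1, 2 and 3. As CPM (counts scaled to the library size with TMM factors), its mRNA was 723 ± 117 (SD, n = 3 mice) in WT and 2.18 ± 0.507 (SD, n = 3 mice) in *Asgr1*-/- mice. This is a log2 fold change of -8.36 (standard error 0.23, adjusted p = 2.3e-07 from edgeR's quasi-likelihood test). The exact two-sided permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow.
The genotypes were compared with this test on counts for the 10167 genes with a mean FPKM of at least 1 over the 6 livers, which hold 98.9% of the counts, and p values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a fold change above 1.5, the paper's thresholds. Pathways, gene families and cell type markers were described with 46 gene lists written before the data were examined. Members of a list were counted as risen or fallen at an adjusted p under 0.05, and 44 lists with at least 3 tested genes were compared with all other genes by limma's camera. With camera's preset correlation of 0.01, 8 lists were higher and 10 lower in *Asgr1*-/- mice. With a correlation estimated from the data, 0 lists passed and 4 had an unadjusted p under 0.05.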

To investigate underlying mechanisms, RNA-Seq on liver tissues of WT and *Asgr1*^–/–^ mice was performed. 

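Most genes differed little between the genotypes. The fitted fold change was within 1.5 in either direction for 9464 of the 10167 genes (93.1%), and the median absolute log2 fold change was 0.17 beside a median standard error of 0.15. Across genes, Pearson's r of log2(FPKM + 0.1) was 0.98 between *Asgr1*-/- livers, 0.96 to 0.97 between WT livers and 0.96 to 0.97 between livers of different genotypes. Genes are not independent replicates, so these coefficients carry no p value across genes. The mean r within genotypes exceeded the mean r between them by 0.0084 (exact permutation test over the 10 splits, p = 0.1), and on the linear FPKM scale the difference was -0.0028 (exact permutation test, p = 0.7).
The WT livers differed from each other in transcripts of other liver cell types. The median log2 level of 14 Kupffer cell and macrophage markers, relative to the mean of the WT livers, was -1.58, -0.10 and 1.63 in WT livers 1, 2 and 3, and 0.43, -0.04 and -0.42 in *Asgr1*-/- livers 1, 2 and 3. For 14 liver endothelial cell markers the same medians were -0.58, -0.06 and 0.65 in the WT livers, and for 10 stellate cell and fibroblast markers they were -0.37, -0.06 and 0.52. Between the genotypes, 0 of the 14 Kupffer cell markers passed the test, with or without adjustment over the list alone, and the list's median log2 fold change was -0.56 (adjusted p = 0.714 from camera). It was 0.64 without WT liver 3 (adjusted p = 2.8e-04) and -1.02 without WT liver 1 (adjusted p = 7.1e-05). The liver endothelial cell markers had a median of -0.15 (adjusted p = 0.562), which was -0.38 without WT liver 1 (adjusted p = 0.0099), -0.32 without *Asgr1*-/- liver 1 (adjusted p = 0.0335) and 0.23 without WT liver 3 (adjusted p = 0.0781). The stellate cell and fibroblast markers had 0.10 (adjusted p = 0.245), which was 0.41 without WT liver 3 (adjusted p = 2.8e-04) and -0.15 without WT liver 1 (adjusted p = 0.816). In both lists 0 members passed either way. The p values of these marker lists are from camera at its preset correlation of 0.01. Estimated from the data, the correlation was 0.99, 0.89 and 0.78 for the Kupffer, endothelial and stellate lists, so markers of a list are far from independent. With it, the adjusted p from camera over all livers was 0.909, 0.909 and 0.864.
Bile duct markers were higher in the *Asgr1*-/- livers as a list. The medians of 5 cholangiocyte markers were 1.40, 1.55 and 1.58 in the *Asgr1*-/- livers and -0.85, -0.07 and 1.30 in the WT livers, a median log2 fold change of 1.20 (adjusted p = 0.0064 from camera; adjusted p = 0.533 with an estimated correlation). Without single livers the median ranged from 0.84 (without WT liver 1) to 2.21 (without WT liver 3). No member passed by itself or when adjusted over the list alone, as for *Epcam* at 1.30 (adjusted p = 0.277) and *Krt19* at 1.20 (adjusted p = 0.281). Of 4 lymphocyte markers, 1 fell, 0 rose and 3 did not pass (2 fell when adjusted over the list alone), with a list median of -0.49 (adjusted p = 0.0114 from camera; adjusted p = 0.556 with an estimated correlation; -0.20 and adjusted p = 0.106 without WT liver 3; -0.77 without WT liver 2). This call was lost in 11 of 18 alternatives, and the median was 0.22 when genes with a mean FPKM of at least 0.1 were tested (adjusted p = 0.448). The member that fell was *Ighm*, the constant region of immunoglobulin M, from 14.9 ± 5.79 to 3.13 ± 0.409 CPM (SD, n = 3), a log2 fold change of -2.24 (adjusted p = 0.0215 from edgeR). The erythroid list held 6 tested genes, of which 0 passed either way (median -0.12, adjusted p = 0.793). Neutrophil markers, and markers of fat and pancreas, had fewer than 3 tested genes each.

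**Figure D1:**
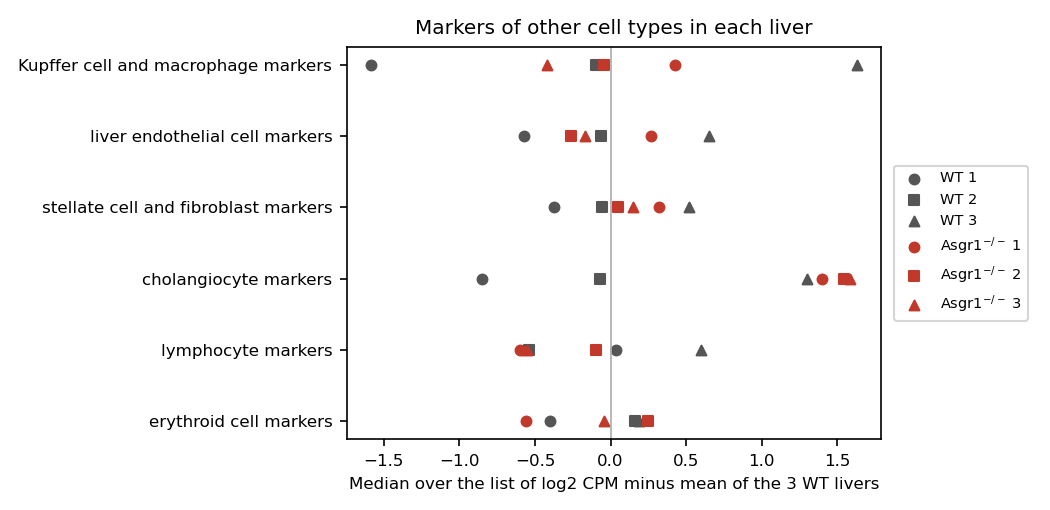
Median over each marker list of the log2 CPM minus the mean of the WT livers, 1 symbol per liver, with WT in grey and *Asgr1*-/- in red. The Kupffer cell markers span -1.58 to 1.63 among the WT livers and -0.42 to 0.43 among the *Asgr1*-/- livers.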

The majority of transcriptomes of *Asgr1*^–/–^ mouse liver were similar to those of WT counterparts, and the significantly altered genes were very limited (Figure 4A). Gene set enrichment analyses (GSEAs) showed improved metabolic signaling and reduced cholesterol-related signaling in *Asgr1*^–/–^ mouse livers (Figure 4B). 

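The genes of cholesterol synthesis were lower in *Asgr1*-/- livers. Of 20 genes encoding the enzymes from acetoacetyl-CoA to cholesterol, 2 fell, 0 rose and 18 did not pass the test, and 19 fell when adjusted over the list alone. All 20 had a negative log2 fold change, with a median of -1.11. *Hsd17b7*, which encodes a sterol ketoreductase of the pathway and lies on chromosome 1 from 169949535 to 169969241, fell from 90.0 ± 14.8 to 31.5 ± 7.78 CPM (SD, n = 3 mice), a log2 fold change of -1.51 (standard error 0.19, adjusted p = 0.0215 from edgeR). *Sc5d*, the sterol C5 desaturase, on chromosome 9 from 42251595 to 42264256, fell from 543 ± 66.6 to 285 ± 45.8 CPM (SD, n = 3 mice), a log2 fold change of -0.93 (standard error 0.15, adjusted p = 0.0467 from edgeR).
Other enzymes had larger fold changes and wider errors: *Hmgcs1*, -1.69 (standard error 0.46, adjusted p = 0.143), and *Msmo1*, -1.63 (standard error 0.34, adjusted p = 0.0797). The list was lower than other genes (adjusted p = 4.3e-23 from camera), and with an estimated correlation its unadjusted p was 0.046 and its adjusted p = 0.431. Splits of the 6 livers into 3 and 3 that mix the genotypes gave this list adjusted p values from camera of 2.5e-16 to 0.927. The p from camera is therefore not by itself evidence of a genotype difference. The median over the list, relative to the mean of the WT livers, was -0.84, -2.08 and -0.70 in *Asgr1*-/- livers 1, 2 and 3, and the median fold change without *Asgr1*-/- liver 2 was -0.75. The calls of *Hsd17b7* and *Sc5d* were kept in 2 and 1 of the 6 fits that leave out 1 liver.
Among the lists of carbohydrate and energy metabolism, one that joins glycolysis with further sugar metabolism, such as that of fructose, was higher in *Asgr1*-/- livers. Of its 20 genes, 1 rose, 0 fell and 19 did not pass (6 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.21 (adjusted p = 3.1e-05 from camera; adjusted p = 0.431 with an estimated correlation). *Tkfc*, which encodes the triokinase of fructose metabolism, rose from 494 ± 75.4 to 1218 ± 109 CPM (SD, n = 3 mice), a log2 fold change of 1.30 (standard error 0.14, adjusted p = 0.0099 from edgeR). *Gpi1*, at 0.61, did not pass (adjusted p = 0.0570). Of 12 genes of gluconeogenesis, 0 passed (2 rose and 2 fell when adjusted over the list alone; median -0.04, adjusted p = 0.806 from camera), among them *G6pc* at 0.45 and *Pck1* at -0.65. Of 24 genes of PPARα signaling and fasting ketogenesis, 0 passed either way (median -0.09, adjusted p = 0.793). Of 15 genes of the insulin and glucose signalling list, 0 passed (1 fell when adjusted over the list alone), and the median of -0.12 had an adjusted p = 0.0517. It was 0.0332 and 0.0261 without WT livers 1 and 3, and 0.0437 and 0.0392 without *Asgr1*-/- livers 1 and 2. The insulin list passed camera at its preset correlation in 10 of 19 alternatives. With an estimated correlation its adjusted p was 0.597.

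**Figure D2:**
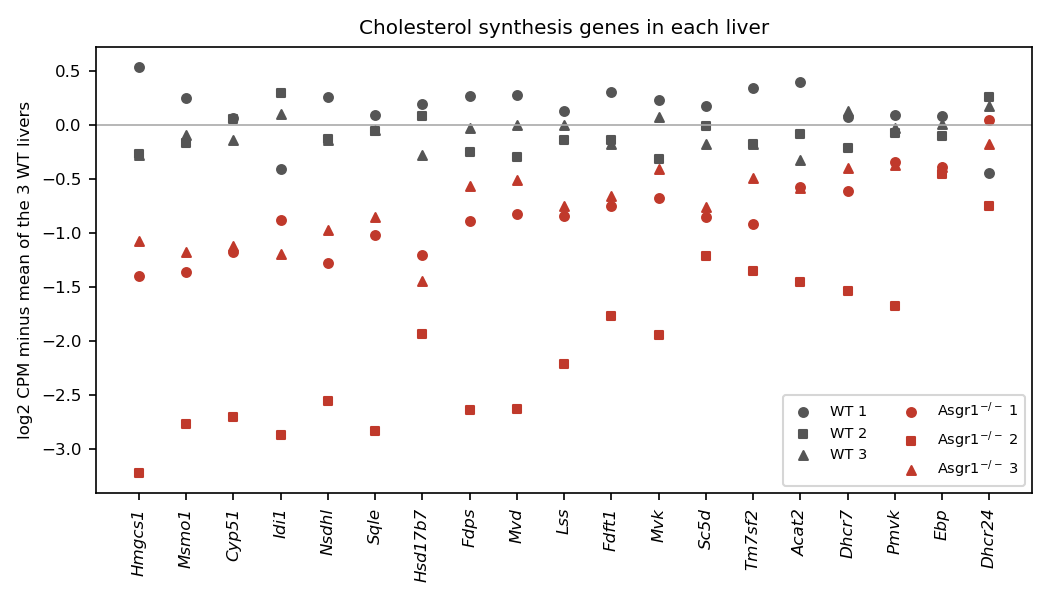
Level of cholesterol synthesis genes in each liver, as log2 CPM minus the mean of the WT livers (grey, WT; red, *Asgr1*-/-). *Asgr1*-/- liver 2 (red squares) is the lowest for each gene shown, and its median over the whole list is -2.08.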

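At these thresholds 30 of the 10167 genes changed, of which 14 were higher and 16 lower in *Asgr1*-/- livers, and the adjusted p alone gave the same number. The largest rise was that of *Cyp3a11* (ENSMUSG00000056035), a major drug-metabolizing cytochrome P450 of mouse liver on chromosome 5 from 145854426 to 145879964. It rose from 190 ± 33.6 CPM in WT to 2737 ± 304 CPM in *Asgr1*-/- livers (SD, n = 3 mice each), 14.4-fold, with a log2 fold change of 3.85 (standard error 0.17, adjusted p = 9.3e-06 from edgeR's quasi-likelihood test). Apart from *Asgr1* itself, the gene lower in *Asgr1*-/- livers with the smallest p was *Bmf*, which encodes a pro-apoptotic protein of the BCL2 family and fell from 18.3 ± 1.21 to 3.52 ± 0.341 CPM (log2 fold change -2.37, standard error 0.15, adjusted p = 2.0e-04). *Junb*, a subunit of the AP-1 transcription factor, fell from 25.3 ± 1.02 to 11.6 ± 0.524 CPM (log2 fold change -1.13, standard error 0.12, adjusted p = 0.0082).
Further rises were those of *Zfp992*, a zinc finger gene (log2 fold change 2.10), *Pfkfb3*, a regulator of glycolysis (1.30), the antisense transcript *Gm26588* (1.22) and the tubulin gene *Tubb2a* (1.19). Further falls were those of the noncoding transcript *Gm42031* (-6.42), of *Gm37416* (-3.47), whose type is not yet settled in the annotation, and of *F830016B08Rik* (-1.21). The value of *Gm42031* rests on levels near 0, at 7.34 ± 5.44 CPM in WT and 0.076 ± 0.091 CPM in *Asgr1*-/- livers (SD, n = 3 mice). Over 18 alternatives it ranged from -7.87 to -2.03, and *Gm42031* passed the adjusted p in 9 of them. Of the 30 genes, 24 are annotated as protein coding. In all 30 the values of the *Asgr1*-/- livers lay beyond those of every WT liver, which held for 2223 of the genes tested (21.9%, where chance gives 10%). An unadjusted p under 0.05 was found for 1575 genes.
The number of changed genes depended on single livers: it was 52, 11 and 288 without WT livers 1, 2 and 3, and 3, 5 and 3 without *Asgr1*-/- livers 1, 2 and 3, and *Asgr1*, *Cyp3a11* and *Bmf* passed in each of these 6 fits. DESeq2, the tool named in the submitters' notes, called 248 genes, and edgeR without the filter on low expression called 465, both including all 30.

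**Figure D3:**
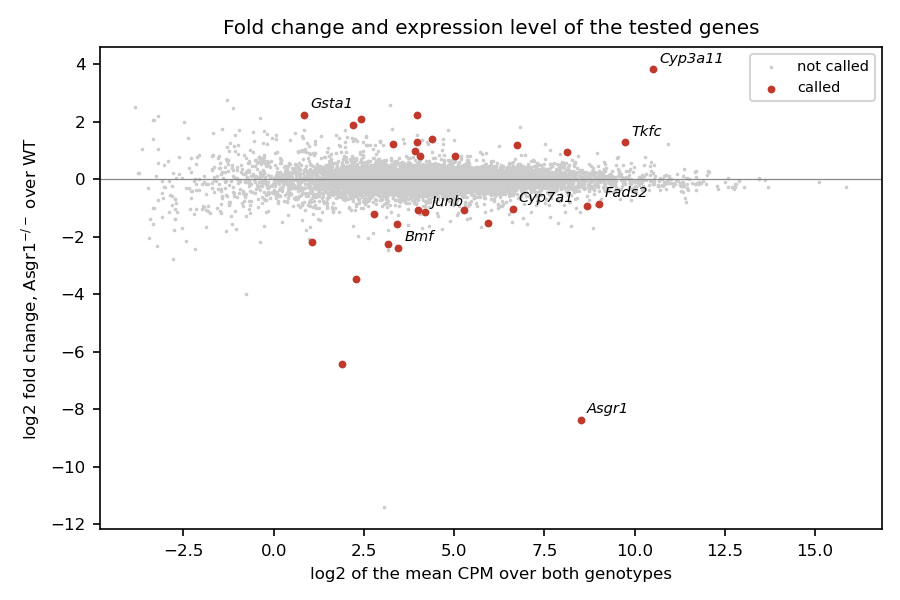
Log2 fold change against the log2 of the mean CPM for the tested genes, with changed genes in red. *Cyp3a11* lies highest at 3.85 and *Asgr1* is the lowest changed gene at -8.36.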

Further analysis of the differentially expressed genes showed that 181 genes were significantly changed (fold change > 1.5, *q* value < 0.05), among which 104 genes were downregulated and 77 genes were upregulated (Figure 4C). Those dysregulated genes were substantially enriched into the metabolic pathway, indicating that the physiological functions of ASGR1 were relevant to metabolism (Figure 4D). 

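The changed genes held members of 3 enzyme families. Among the 30 were 3 of the 56 tested cytochrome P450 genes, of which *Cyp3a11* and *Cyp3a59* rose and *Cyp7a1*, an enzyme of bile acid synthesis, fell (odds ratio 21.1, adjusted p = 0.0035 from Fisher's exact test over 11 families), 2 of 13 carboxylesterase genes (odds ratio 65.4, adjusted p = 0.0035) and 2 of 22 glutathione S-transferase genes (odds ratio 36.0, adjusted p = 0.0069). Solute carriers gave 1 of 178, and the other families (UDP glucuronosyltransferases, sulfotransferases, major urinary proteins, ribosomal proteins, mitochondrially encoded genes, respiratory chain and proteasome) gave 0. *Cyp3a59* rose from 5.47 ± 3.12 to 25.7 ± 5.61 CPM (SD, n = 3 mice), a log2 fold change of 2.23 (adjusted p = 0.0431 from edgeR). *Gsta1* rose from 0.62 ± 0.067 to 2.99 ± 0.499 CPM (log2 fold change 2.26, adjusted p = 0.0245), *Gstm3* from 11.5 ± 2.92 to 30.6 ± 6.77 CPM (1.40, adjusted p = 0.0431), *Ces4a* from 1.94 ± 0.398 to 7.25 ± 0.414 CPM (1.90, adjusted p = 0.0181) and *Ces2a* from 190 ± 40.1 to 369 ± 9.44 CPM (0.96, adjusted p = 0.0448).
As whole lists the families went both ways. Of the 56 cytochrome P450 genes, 2 rose, 1 fell and 53 did not pass (4 rose and 11 fell when adjusted over the list alone; median log2 fold change -0.21, adjusted p = 0.168 from camera and 0.0108 without WT liver 3). This list passed camera in 8 of 19 alternatives, and the alternatives gave medians from -0.21 to -0.063. The carboxylesterase family had 2 members that rose and 11 that did not pass (3 rose and 1 fell when adjusted over the list alone), with a median of -0.08, a mean of 0.18 and an adjusted p = 0.0658 (0.0121 without WT liver 2 and 0.0498 without *Asgr1*-/- liver 2). In the glutathione S-transferase list 2 rose, 0 fell and 20 did not pass (7 rose when adjusted over the list alone), with a median of 0.10, a mean of 0.48 and an adjusted p = 1.2e-06 from camera (adjusted p = 0.431 with an estimated correlation). For the glutathione S-transferase family the median was 0.24, 0.19 and 0.024 without WT livers 1, 2 and 3 and 0.18 without *Asgr1*-/- liver 2. Of 28 genes of the NRF2 and glutathione list, 2 rose, 0 fell and 26 did not pass (8 rose when adjusted over the list alone; median 0.25, and 0.14 without WT liver 3; adjusted p = 5.4e-07 from camera; adjusted p = 0.431 with an estimated correlation). The 2 that rose were *Gsta1* and *Gstm3*, the same genes as in the glutathione S-transferase list, so the lists are not independent. *Gstm4* and *Gsta4*, members of both lists, had values of 0.91 and 0.95 (adjusted p = 0.0543 each).
Targets of the nuclear receptors PXR and CAR held 4 genes that rose (*Cyp3a11*, *Gsta1*, *Gstm3* and *Ces2a*), 0 that fell and 23 that did not pass (7 rose and 3 fell when adjusted over the list alone). The median of this list was 0.04 and its mean 0.29, with an adjusted p = 2.3e-05 from camera (adjusted p = 0.533 with an estimated correlation; adjusted p = 0.114 with limma on log2(FPKM + 0.1); adjusted p = 0.130 without WT liver 3, where the median was -0.02). The call was lost in 9 of 19 alternatives. The median was 0.089 and 0.25 without WT livers 1 and 2, and 0.0061, 0.20 and 0.12 without *Asgr1*-/- livers 1, 2 and 3. By Fisher's exact test over all 44 lists, a comparison added after the values were seen, its 4 of 27 called genes gave an adjusted p = 4.5e-05. Of 15 UDP glucuronosyltransferase genes, 0 passed (1 rose when adjusted over the list alone; median -0.09, adjusted p = 0.793). Of 178 solute carrier genes, 1 fell and 177 did not pass (3 rose and 5 fell when adjusted over the list alone; median -0.08, adjusted p = 0.277). The *Cyp3a* genes are close paralogs whose reads are hard to tell apart. The 6 *Cyp3a* genes with a count in any liver, tested or not, summed to 694 ± 157 CPM in WT and 3359 ± 387 CPM in *Asgr1*-/- livers (ratio 4.84). Without *Cyp3a11* they summed to 506 ± 147 and 653 ± 108 CPM (ratio 1.29). The 3 families were 1 without WT liver 2 and 0 without *Asgr1*-/- liver 1, 2 or 3. The paper reads the enrichment of the changed genes in the metabolic pathway as pointing to functions of ASGR1 relevant to metabolism.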

A total of 34 genes were found to be changed in the metabolic pathway, which were involved in lipid metabolism, oxidoreductase, carbohydrate metabolism, and kinase (Figure 4E). 

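Of the 34 genes printed in Figure 4E, 31 were expressed above the filter, and 8 of them changed. *Cyp3a11*, *Cyp3a59* and *Tkfc* rose, whereas *Hsd17b7*, *Sc5d*, *Cyp7a1* and the pseudogenes *Gm28438* (log2 fold change -2.18, standard error 0.33, adjusted p = 0.0431 from edgeR) and *Gm8941* (-1.08, standard error 0.17, adjusted p = 0.0486) fell. The other 23 did not pass, with adjusted p values up to 0.146. Each of the 31 had a fold change above 1.5 in the direction of the figure, an unadjusted p under 0.05 and no overlap between the livers of the genotypes. All 31 passed when adjusted over the list alone, but the study chose this list on these samples, so the count is not independent evidence of the direction.
By the groups of the figure, 2 of 7 oxidoreductase genes rose and 5 did not pass, among them *Cyp2c54* at -0.79 (adjusted p = 0.0900). Of 5 genes of carbohydrate metabolism, 0 passed. Of 3 kinase genes, 1 rose and 2 did not pass, among them *Papss1*, which encodes an enzyme of sulfate activation, at 1.18 (adjusted p = 0.0701). *Rrm2*, a subunit of ribonucleotide reductase, had a log2 fold change of 1.47 (adjusted p = 0.0606) and *Cyp17a1*, a steroid hydroxylase, -1.58 (adjusted p = 0.0606). *Atp6v0d2*, with a mean FPKM of 0.585, lay below the filter. The count of 8 was 9, 4 and 26 without WT livers 1, 2 and 3, and 1, 3 and 1 without *Asgr1*-/- livers 1, 2 and 3. It was 29 with DESeq2 and 34 with edgeR without the filter.

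**Figure D4:**
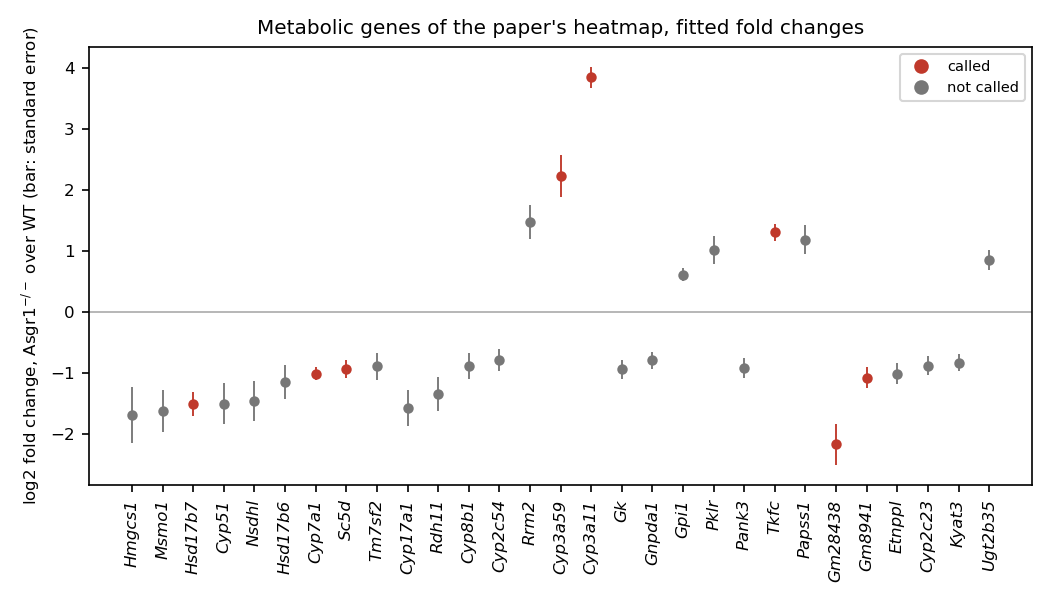
Fitted log2 fold change of tested genes of the heatmap, grouped as in the paper, with bars for the standard error and the 8 changed genes in red. The values of the lipid metabolism genes, at the left, are below 0.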

Among those genes with altered expression, 12 of them were associated with lipid metabolism, in which 11 genes were downregulated and 1 gene was upregulated, as shown in the heatmap. 

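The tested lipid metabolism genes of the heatmap had lower fitted values in *Asgr1*-/- livers, but most did not pass edgeR's test. DESeq2, the tool named in the submitters' notes, called 8 of the 12 lipid metabolism genes. Of the 12 genes, 10 were tested, 3 fell (*Hsd17b7*, *Sc5d* and *Cyp7a1*) and 7 did not pass. All 10 had a negative log2 fold change, of at least 0.897 in size, and passed when adjusted over the list alone, a list chosen by the study on these livers. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, lies on chromosome 4 from 6265612 to 6275633 and fell from 132 ± 9.15 to 65.0 ± 4.04 CPM (SD, n = 3 mice), a log2 fold change of -1.02 (standard error 0.11, adjusted p = 0.0082 from edgeR's quasi-likelihood test). Among the 7 others, *Cyp51* had a log2 fold change of -1.51 (adjusted p = 0.0910) and *Nsdhl* -1.47 (adjusted p = 0.0900), both enzymes of cholesterol synthesis. *Ptges* and *Plcd3*, with mean FPKM of 0.687 and 0.615, were not tested. Fitted by edgeR without the filter, *Ptges*, a prostaglandin E synthase, had a log2 fold change of 2.65 (adjusted p = 6.4e-09) and *Plcd3*, a phospholipase C, -1.91 (adjusted p = 2.0e-04). That fit called 465 genes, against 30 with the filter, and passed all 34 genes of the heatmap. Its p values are therefore not comparable with the others here: *Hmgcs1* went from an adjusted p of 0.143 to 4.7e-14.
Of 17 genes of bile acid synthesis and transport, 1 fell (*Cyp7a1*), 0 rose and 16 did not pass, and 1 rose and 2 fell when adjusted over the list alone. *Acox2*, an oxidase of bile acid side chain shortening, had a log2 fold change of 0.57 (adjusted p = 0.0606), *Cyp8b1*, the sterol 12-hydroxylase, -0.89 (adjusted p = 0.108) and *Akr1d1* -0.57 (adjusted p = 0.190). The list had a median of -0.19 (adjusted p = 0.0257 from camera; adjusted p = 0.431 with an estimated correlation), with an adjusted p = 0.0507 without *Asgr1*-/- liver 1, 0.0568 without WT liver 2 and 0.0712 with limma on log2(FPKM + 0.1), and the call was lost in 10 of 19 alternatives chosen at the outset.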

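Further targets of the SREBP transcription factors were lower in *Asgr1*-/- livers. Of 12 tested targets outside cholesterol and fatty acid synthesis, 1 fell, 0 rose and 11 did not pass, and 6 fell when adjusted over the list alone. *Insig1*, which retains the SREBP-SCAP complex in the endoplasmic reticulum, had a log2 fold change of -1.12 (standard error 0.18, adjusted p = 0.0504 from edgeR), *Srebf2* -0.64 (adjusted p = 0.0756) and *Rdh11* -1.35 (adjusted p = 0.0805). The list median was -0.52 (adjusted p = 1.2e-06 from camera), and with an estimated correlation its unadjusted p was 0.0283 and its adjusted p = 0.431. Relative to the mean of the WT livers, the median was -0.51, -0.96 and -0.43 in *Asgr1*-/- livers 1, 2 and 3.
The genes of fatty acid synthesis went both ways. Of 17 tested, 1 fell, 0 rose and 16 did not pass (3 rose and 3 fell when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.793 from camera) that was -0.0057 among genes with a mean FPKM of at least 5. *Fads2*, the Δ6 desaturase of polyunsaturated fatty acid synthesis, fell from 658 ± 33.9 to 366 ± 28.8 CPM (SD, n = 3 mice), a log2 fold change of -0.84 (standard error 0.11, adjusted p = 0.0215 from edgeR). *Fads1* had a log2 fold change of -0.70 (adjusted p = 0.0570), *Elovl6*, an elongase, 0.89 (adjusted p = 0.0543), *Fasn*, fatty acid synthase, 0.51 (adjusted p = 0.184), *Acaca* 0.30 (adjusted p = 0.345) and *Scd1* -0.08. Without single livers *Scd1* ranged from -0.48 to 0.50.
Of 21 genes of VLDL assembly and lipoproteins, 0 passed (1 fell when adjusted over the list alone; median -0.08, adjusted p = 0.754 from camera), with *Lipc*, hepatic lipase, at -0.63 (adjusted p = 0.0656), *Apob* at -0.24 (adjusted p = 0.534) and *Mttp* at 0.15 (adjusted p = 0.667). Among 11 LXR targets 0 passed either way (median -0.12, adjusted p = 0.496). Of 16 genes of the SREBP processing machinery 0 passed (median -0.04, adjusted p = 0.964), and adjusted over the list alone *Insig2* rose (0.72, adjusted p = 0.0568 over all genes) and *Insig1* fell.

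**Figure D5:**
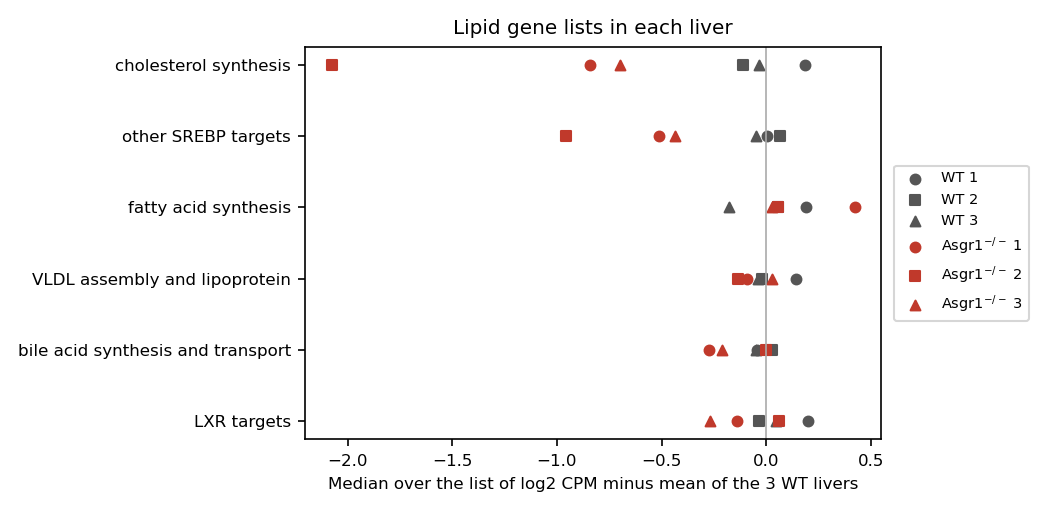
Median over each lipid gene list of the log2 CPM minus the mean of the WT livers, 1 symbol per liver (grey, WT; red, *Asgr1*-/-). The other SREBP targets lie between -0.96 and -0.43 in the *Asgr1*-/- livers.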

Overall, this finding indicates that ASGR1 may play a physiological role in the regulatory network of lipid homeostasis.

### ASGR1 deficiency leads to fewer processed nSREBPs in the nucleus.

SREBPs are transcriptional factors that regulate the genes for lipid synthesis, transportation, and metabolism in multiple tissues. Because cholesterol and fatty acid metabolism showed substantial changes, we hypothesized that phenotypes of ASGR1 were related to SREBP family proteins. By detecting SREBP1 and SREBP2, we found that the protein content of nSREBP1 and nSREBP2 was lower in ASGR1-deficient mouse livers and HepG2 cells, while the content of full-length proteins was increased in mice, indicating that the activation was inhibited (Figure 5, A and B). Next, we separated nuclear and cytoplasmic proteins from HepG2 cells and confirmed that the level of nSREBP1/2 was reduced in the nuclei of *ASGR1*^–/–^ cells, while more full-length SREBP1/2 was accumulated in the cytoplasm (Figure 5C and Supplemental Figure 5A). The immunofluorescence data further indicated that less nSREBP1/2 was distributed in the nuclei of ASGR1^–/–^ cells (Figure 5D). To assess the SREBP signaling activity, the mRNA expression of its targeted genes in lipogenesis (*ACC*, *FASN*, and *SCD1*) and cholesterol synthesis (*HMGCS* and *HMGCR*) was analyzed in mouse livers and HepG2 cells. All of those inspected genes were transcriptionally downregulated, indicating that lipogenesis was inhibited in the absence of ASGR1 (Figure 5, E and F); in addition, the expression of *MTTP* and *PCSK9* related to LDL assembling and endocytosis was also significantly decreased (Figure 2, C and F; and Figure 3, B and E). These data suggested that ASGR1 deficiency might lead to defects in SREBPs’ activation and signaling.

### Higher INSIG1 is responsible for the ER retention of SREBPs in ASGR1 deficiency.

Cholesterol and protein chaperones are known to affect the activation of SREBPs. To clarify the factor responsible for SREBPs’ regulation, cholesterol level in mouse liver was measured. Fed with a normal diet without cholesterol addition, *Asgr1*^–/–^ mice’s cholesterol content in livers was significantly lower than that of WT mice (Figure 1H). In addition, bile acid content in the liver and feces, as well as the expressions of bile acid synthesis-related genes in liver, had no significant difference among mice with or without ASGR (Supplemental Figure 3, D–F).

SREBPs were transported from the ER to Golgi apparatus for proteolytic double cleavages and activation. To demonstrate whether there were defects of the SREBP activation process under ASGR1 deficiency, all of those proteins involved in the process were screened by Western blot analysis. We found that only INSIG1 was increased in ASGR1-knockout mice, which might contribute to the retention of SREBPs in the ER (Figure 6A and Supplemental Figure 5B). However, the mRNA level of *Insig1* and *Insig2* showed no significant changes among mice (Figure 6B). Immunofluorescence staining of INSIG1 in HepG2 cells showed that the level of INSIG1 was markedly increased and predominantly located on the ER of *ASGR1*^−/−^-HepG2 cells (Figure 6C). Furthermore, Western blot analysis, which was performed specifically on ER proteins, showed that the full-length SREBP1/2 and INSIG1 were predominantly accumulated in the ER of ASGR1-deficient cells (Figure 6D). In summary, these results suggest that the increased INSIG1 protein might be responsible for the ER retention of SREBPs in ASGR1 deficiency.

### INSIG1 knockdown reverses the lipid profile and SREBP signaling in ASGR1 deficiency.

To test whether the increased INSIG1 is responsible for ASGR1 deficiency–associated lipid phenotypes, we performed INSIG1-knockdown experiments mediated by 2*′*OMe+5*′*chlo modified siRNA in ASGR1-deficient mice (*Asgr1*^–/–^-si*Insig1*). Whereas knockdown of *Insig1* mRNA resulted in the reversal of the increased INSIG1 protein levels to near the WT levels (Figure 7, A and B), the phenotypic features were reversed in *Asgr1*^–/–^ mice as manifested by decreased serum TC, LDL-c, and TG and liver cholesterol content (Figure 7, C, D, F, and G), while there were no obvious changes in serum HDL-c and liver TG content (Figure 7, E and H). Furthermore, while the protein level of INSIG1 in *Asgr1*^–/–^ mice was reduced to the level similar to the one in WT mice, the reduction of nSREBP1/2 proteins was also reversed, and the scramble siRNA groups (WT-NC and *Asgr1*^–/–^-NC) had no marked effects on lipid profile or on nSREBP levels (Figure 7I). Likewise, the protein levels of SREBP-targeted genes, *MTTP*, *LDLR*, and *PCSK9*, displayed reversed states (Figure 7J).

In parallel, the same *INSIG1*-knockdown assay was applied in HepG2 cells (Figure 7K). Then phenotypic features were reversed with 40% increase of APOB secretion and LDL uptake down to the level of WT (Figure 7, L and M). Overall, these results indicated that the reduction of processed nSREBPs was primarily caused by increased INSIG1 under ASGR1-deficient conditions.

### Restoring ASGR1 expression rescues INSIG1-mediated network defects.

To confirm the cause-effect linkage between ASGR1 and the SREBP-mediated events, the *ASGR1* expression was restored by transfection into *ASGR1*^−/−^-HepG2 cells (*ASGR1*^−/−^-*ASGR1*-tg). Compared with the control cells (*ASGR1*^−/−^-*EGFP*-tg), nSREBP1/2 were increased, while INSIG1 was decreased (Figure 8A). Consequently, the expression levels of MTTP and PCSK9 were also increased in *ASGR1*^−/−^*-ASGR1*-tg cells (Figure 8B). Correspondingly, the related phenotype of APOB secretion increased by 50%, and LDL uptake returned to the WT level in *ASGR1*^−/−^*-ASGR1*-tg cells (Figure 8, C and D). Overall, these results indicate that restoration of ASGR1 expression in ASGR1-null cells rescued higher INSIG1-mediated SREBP network defects and the related phenotypes.

## Discussion

Homeostasis takes a great body of components to form a systematically coordinated network for dynamic adjustments. Generally, the network contains at least 3 key players, including the sensors, effectors, and a regulatory center. For regulation of cholesterol homeostasis, one of the sensors is a cholesterol-binding domain distributed in many proteins (including *trans* factors) that regulate cholesterol production, transportation, and metabolism. In addition, a DNA *cis* element (the SRE) is embedded in the regulatory region of many genes that encode proteins serving as effectors to regulate cholesterol homeostasis. The control center is a transcriptional factor family, i.e., the SREBPs. In this complicated network, we have demonstrated that ASGR1 substantially participates in the regulatory network of serum lipid homeostasis through INSIG1-mediated SREBP signaling. The hypomorphic effect of ASGR1 results in a healthy and favorable lipid profile, which is primarily generated from the differential turnover of the plasma lipoproteins. In a dose-dependent manner, hypomorphic manipulations led to more LDLR on cell membrane and less assembled VLDL in hepatocytes, resulting in more LDL uptake and less VLDL secretion in cell and mouse models, which represented a substantially lower serum lipid content. This phenotype closely mimics the feature found in those human carriers with ASGR1 mutations.

The first report of ASGR1 mutation was based on a population genetic study and found a 12 bp deletion in ASGR1, which led to a loss of function. The heterozygous mutation carriers had a lower level of non–HDL-c and TG, and the ASGR1 haploinsufficiency was associated with a lower risk of CAD (3). Moreover, a recent study on 104 patients revealed that the expression level of ASGR1 in peripheral blood monocytes was positively correlated with serum TC and LDL-c levels at ages younger than 60 (26). Previously, *Asgr1*-knockout mice were established by replacing exons 2–3, which contain the ATG translational initiation codon and transmembrane domain (27). These ASGR1-knockout mice were unable to clear asialofetuin and asialo-orosomucoid. However, the measurements of LDL and VLDL revealed a decreased trend with large standard deviations without a statistical difference, and the serum TC and TG contents also had no significant difference. The failure to observe significant changes of lipid profile may be due to conditions including those particular knockout mouse lines, limited analyzed group samples, and the sex-influenced variation. In our *Asgr1*-knockout mice, all of the 9 exons of *Asgr1* on the genome had been deleted. 

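*Asgr1* lies on the forward strand of chromosome 11 of GRCm38 from 70054085 to 70057894. Of its 5 annotated transcripts, 2 have 9 exons. In the one that spans 70054355 to 70057894, the start codon is in exon 2 and the 3' UTR in exon 9. No other annotated gene overlaps *Asgr1*, and its nearest protein-coding neighbours are *Dlg4*, which ends at 70047522, and *Asgr2*, which encodes the other subunit of the asialoglycoprotein receptor and starts at 70092644. In the livers used for RNA-Seq, the *Asgr1*-/- mean was 0.301% of the WT mean. The counts are per gene, so the exons from which the remaining reads came are not known here.
*Asgr2* had a log2 fold change of -0.25 (adjusted p = 0.339 from edgeR) and did not pass the test. Of 13 tested neighbours of *Asgr1* listed on chromosome 11, 1 fell and 12 did not pass (1 fell when adjusted over the list alone; median -0.07, adjusted p = 0.182 from camera). The neighbour that fell was *Slc16a11*, a monocarboxylate transporter gene from 70212752 to 70216417, at 16.0 ± 3.95 CPM in WT and 5.46 ± 1.46 CPM in *Asgr1*-/- livers (SD, n = 3 mice), a log2 fold change of -1.55 (standard error 0.24, adjusted p = 0.0448 from edgeR). It passed in 1 of the 6 fits that leave out a liver. Within 2 Mb of *Asgr1*, 75 genes were tested, and *Asgr1* and *Slc16a11* were the 2 that changed.

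**Figure D6:**
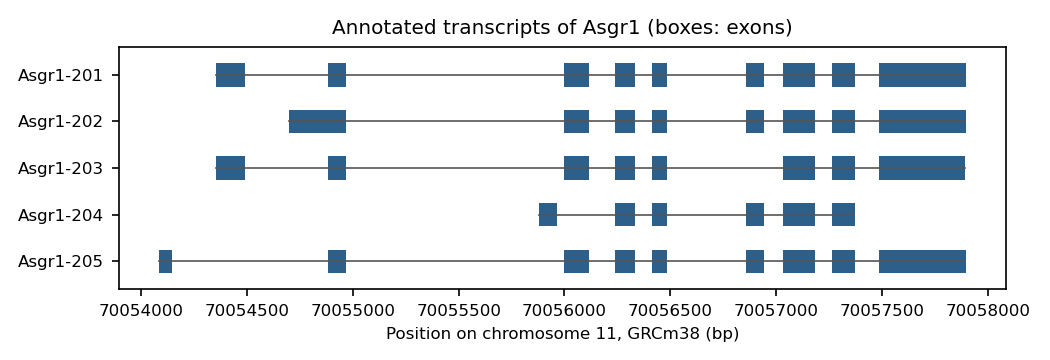
Annotated transcripts of *Asgr1* along chromosome 11, with exons as boxes to scale. The 2 transcripts with 9 exons differ in the first of them and share the other 8.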

The phenotypic plasma lipid profile of ASGR1-deficient mice was consistent with the observation in human *ASGR1* mutation carriers, and a decrease on hepatic cholesterol and TG content was also observed, which further confirmed that the ASGR1 haploinsufficiency effect on lipid homeostasis resulted in a healthy lipid profile. The *Asgr1*-knockout mice showed normal growth and development, and transcriptome analysis suggested that *Asgr1* knockout only led to decreased expression of a group of genes related to lipid metabolism. Those findings suggest that the inhibition of ASGR1 function might be a new strategy for the development of lipid-lowering drugs.

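Several lists outside lipid metabolism passed camera at its preset correlation, a lenient test here: splits of the 6 livers that mix the genotypes passed up to 21 lists, against 18 for the genotypes, so these list calls are not by themselves evidence of a genotype difference. The proteasome subunit genes were higher in *Asgr1*-/- livers: of 37 tested, 35 had a positive log2 fold change, 0 passed over all genes and 17 rose when adjusted over the list alone, with a median of 0.29 (adjusted p = 6.1e-14 from camera). *Psmb4* had a log2 fold change of 0.54 (adjusted p = 0.0651) and *Psma5* 0.50 (adjusted p = 0.0685). With an estimated correlation the list's adjusted p was 0.149, and fry, which tests whether the genes move one way on balance, gave an adjusted p = 0.0075, the only list to pass that test. Ribosomal protein genes were higher as well, with 74 of 83 positive and a median of 0.18 (adjusted p = 1.2e-06; adjusted p = 0.652 with an estimated correlation), and 0 members passed either way. Of 23 genes of the unfolded protein response, 0 passed (1 rose when adjusted over the list alone; median 0.26, adjusted p = 9.4e-04; adjusted p = 0.511 with an estimated correlation), with *Manf*, a secreted factor induced by endoplasmic reticulum stress, at 0.67 (adjusted p = 0.0805).
The lists lower in *Asgr1*-/- livers included genes more expressed in female than in male mouse liver. Of 8 tested, 0 passed and 4 fell when adjusted over the list alone, with a median of -1.60 (adjusted p = 0.0014; adjusted p = 0.431 with an estimated correlation) that was -0.16 among genes with a mean FPKM of at least 5 (adjusted p = 0.655). *Cyp2c40* and *Cyp2c69* had log2 fold changes of -1.85 (adjusted p = 0.145) and -2.04 (adjusted p = 0.146). Of 16 genes of periportal hepatocytes, 0 passed and 6 fell when adjusted over the list alone (median -0.30, adjusted p = 0.0013; adjusted p = 0.431 with an estimated correlation), with *Etnppl* at -1.01 (adjusted p = 0.0543). Of 18 interferon response genes, 16 had a negative value and 0 passed either way (median -0.40, adjusted p = 0.0047; adjusted p = 0.650 with an estimated correlation), with *Mx2* at -0.73. The 13 mitochondrially encoded genes all had negative values and 0 passed either way (median -0.37, adjusted p = 0.0064; adjusted p = 0.652 with an estimated correlation). Of 7 sulfotransferase genes, 0 passed and 1 fell when adjusted over the list alone (median -0.37, adjusted p = 0.0101; adjusted p = 0.58 with an estimated correlation), with *Sult5a1* at -1.72 (adjusted p = 0.0570). Of 25 acute phase genes, 0 passed either way (median -0.18, adjusted p = 0.0161; adjusted p = 0.636 with an estimated correlation), with *Saa1* and *Saa2*, serum amyloid genes, at -1.66 and -1.69 (adjusted p = 0.126 and 0.163). Without single livers *Saa1* ranged from -2.01 to -0.90 and *Saa2* from -2.09 to -0.81, and each passed in 1 of these 6 fits.
Single livers ended some of these calls: the adjusted p from camera was 0.165 for the interferon response without WT liver 3 (median -0.11), 0.237 for the mitochondrially encoded genes (median -0.15) and 0.165 for the sulfotransferase family (median -0.26) without WT liver 1, and 0.212 and 0.0626 for the acute phase response without WT liver 2 (median -0.12) and *Asgr1*-/- liver 3 (median -0.13). The proteasome, ribosomal protein, unfolded protein response, periportal and female-biased lists passed in each of the fits that leave out a liver. The ribosomal protein genes had medians of 0.28 and 0.11 without WT livers 1 and 2 and of 0.12 without *Asgr1*-/- liver 3, and the unfolded protein response had 0.39 without WT liver 3.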

The mechanistic study revealed that the hypomorphic phenotype of ASGR1 was predominantly caused by reduced production of nSREBPs. Reduced nSREBP production seems to explain most of the phenotypes observed under ASGR1 deficiency conditions, except for the increased INSIG1 protein. SREBP family proteins are transcriptional factors for various genes, which play a pivotal role in lipid homeostasis (17, 18). Both nSREBP1 and nSREBP2 were decreased in ASGR1 deficiencies, which led to the physiological benefits of the plasma lipid profile. Genes involved in lipogenesis and lipoprotein metabolism, particularly the expression of 2 SREBP-targeted genes, *MTTP* and *PCSK9*, were markedly inhibited under ASGR1-deficient conditions. VLDL/LDL particles mediated lipid secretion from the liver, and there are 2 steps generally involved in VLDL/LDL assembly. First, the MTTP transports the lipids onto APOB to form precursor particles. Then, the precursor particles and TG droplets combine to form mature VLDL/LDL (28). MTTP is transcriptionally regulated by SREBPs, and the lack of MTTP results in APOB cotranslational degradation (29–31). We observed that the MTTP was reduced along with lower levels of APOB, when ASGR1 was deficient, resulting in decreased VLDL/LDL secretion.

LDLR recycling plays a critical role in the endocytosis of LDL, and hepatic uptake of serum LDL-c facilitates serum lipid homeostasis (32). *Ldlr* mRNA decreased in the liver of ASGR1-deficient mice because of decreased nSREBPs. By contrast, the LDLR protein levels markedly increased 1.5-fold in the liver tissues of *Asgr1*^−/−^ mice. The high level of LDLR is independent of its transcriptional regulation. Therefore, protein stability and degradation of LDLR should be considered causes of increased LDLR in the ASGR1-deficient condition. It was speculated that ASGR1 might regulate lipid homeostasis via interacting with LDLR. Our data from colocalization and co-IP assays indicated that there was no direct interaction between ASGR1 and LDLR. Another SREBP-targeted gene, *Pcsk9*, was reduced by 50% in ASGR1-deficient hepatocytes. The PCSK9 protein is a key mediator for LDLR degradation by ubiquitination, and its inhibitors have been applied to clinical trials for hypocholesterolemia (33, 34). *LDLR* and *PCSK9* are downstream genes of SREBPs. While nSREBPs were decreased, the mRNA of both genes declined. In contrast, increased LDLR protein was revealed in all ASGR1-deficient conditions. It seems plausible that the SREBP suppression is responsible for the higher LDLR level in ASGR1 deficiency. The gene expression of PCSK9 is negatively regulated by SREBPs, and PCSK9 protein is a key mediator for LDLR internalization and degradation by ubiquitination. It is fair to speculate that the reduced PCSK9 is accountable for less degradation of LDLR. To confirm this judgment, we conducted a rescue experiment through overexpression of PCSK9 in HepG2 and HepG2-ASGR1^–/–^ cells and found out that the LDLR levels were reduced while the PCSK9 protein levels were increased either in HepG2 or in HepG2-ASGR1^–/–^ cells. However, there was no significant difference between the 2 groups (Supplemental Figure 4D). Collectively, the suppression of SREBP accounted for low PCSK9 and less degradation of LDLR that may result in higher LDLR level and LDL endocytosis.

Functions of SREBPs depend on their activation by double proteolytic cleavage. During the process, the transportation of SREBPs from the ER to the Golgi and to the nucleus is the key event that is involved with many factors for trafficking and cleavage. We screened all the known related proteins and only identified INSIG1 to be increased (Figure 6). To test whether the increased INSIG1 is responsible for ASGR1 deficiency–associated lipid phenotypes and SREBP suppression, we performed knockdown or restored expression of key factors in the ASGR1-deficient mice and cells and found that INSIG1 knockdown or ASGR1 restoration reversed the ASGR1 deficiency–associated lipid profile and SREBP suppression. This suggests that there is a signaling axis, ASGR1/INSIG1/SREBP, in which INSIG1 is the primary change factor and independent of SREBP under ASGR1 deficiency, and hypomorphic ASGR1 modulates lipid homeostasis via INSIG1-mediated SREBP signaling suppression.

INSIG1 is a protein promoting ER retention of SREBPs, while it is the targeted gene that exerts negative feedback control of SREBPs (35, 36). However, the higher INSIG1 protein is independent of the SREBP signaling suppression in the ASGR1-deficient condition. Thus, it seems that other mechanisms might play a major role in the increased INSIG1 in ASGR1 deficiency. INSIG1 is ubiquitinated and degraded by GP78 when oxysterols are depleted, while oxysterols stabilize it by binding within its transmembrane domains (37, 38). Although uptake of LDL-c was increased, the hepatic cholesterol was decreased in ASGR1-depleted mice, indicating that sterols were not the critical factor in inhibiting SREBPs’ translocation in our model. Moreover, *Insig1* is remarkably induced by insulin (39, 40). Notably, desialylation of the insulin receptor (IR) induces its activation and insulin signal transduction (41, 42). It is worthwhile to further investigate whether ASGR1 mediates IR degradation and regulates the expression of *Insig1*.

Overall, our observation clearly demonstrated that the increased INSIG1 was a primary change factor and responsible for the ASGR1 deficiency–associated lipid profile changes and nSREBP suppression. More importantly, the higher INSIG1 protein was independent of the SREBP signaling suppression in the ASGR1-deficient condition. The deep mechanistic roots of the ASGR/INSIG1 linkage are worth clarifying and uncover potential targets for cholesterol-lowing drug and dyslipidemia treatment development.

## Methods

### Mice

*Asgr1*-knockout mice were generated at Cyagen. All mouse lines were of C57BL/6 genetic background or their offspring. Mice aged about 10–13 weeks were used for experiments, and the age difference of the mice was no more than 1 week for the same experiment. Mice were housed in a controlled environment (12-hour daylight cycle), with free access to normal food and water.

*Asgr1*-knockout mice on the C57BL/6 background were generated using CRISPR/Cas9. Briefly, Cas9 mRNA and a pair of single-guide RNAs were mixed and injected into zygotes. Genome-edited F0 *Asgr1^+/–^* mice (Cyagen) were bred with C57BL/6 mice for 2 rounds to dilute the off-target effects. WT and *Asgr1^–/–^* littermates were generated by breeding *Asgr1^+/–^* mice. The detailed schematic diagrams of generating *Asgr1*-knockout mice models are shown in Supplemental Figure 1. Sequences of single-guide RNAs are shown in Supplemental Table 1.

### Cell line and cell culture

Cells were maintained at 37°C with humidified air and 5% CO_2_. HepG2 and H1 cell lines were gifts from Pan Guangjin (Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Sciences, Guangzhou, China). HepG2 cells were cultured with DMEM (low glucose; Gibco) supplemented with 10% FBS (Gibco) and 1% nonessential amino acid (NEAA, Gibco). Cells were changed to be cultured in DMEM without FBS overnight before use. CRISPR/Cas9-induced gene edition in human hepatoma HepG2 cells was established according to a previous study (43). For targeting, 0.8 million HepG2 cells were transfected with 4 μg Cas9-G418 plasmid and 1 μg *ASGR1* single-guide RNA (sgRNA) plasmid for each sgRNA by electrotransfection with nucleus kits (Lonza). Then, the cells were seeded onto Matrigel-coated, 24-well plates. Targeted cells were screened by supplementing with 50 μg/mL G418 in cultured medium for 48 hours after 24 hours’ recovery. Thereafter, cells were replated to 96-well plates for single-cell culture. Clones were collected for sequencing and expansion. PCR products were used for sequencing identification, and primers for PCR amplification are shown in Supplemental Table 1.

### Serum and hepatic lipid assays

Blood was collected from heart after fasting overnight, and plasma was further isolated via centrifugation at 970*g* for 10 minutes at 4°C. TC, LDL-c, HDL-c, and TG levels were measured using an automatic biochemical detector (Guangzhou Laboratory Animal Monitoring Institute). Snap-frozen liver samples were weighed and homogenized in 20 volumes of ice-cold lysis buffer. The lysate was then centrifuged at 431*g* for 5 minutes at 4°C, and the supernatant was transferred to a new tube. A total of 20 μL of supernatant was used for protein level detection, and the remaining supernatant was heated in a metal bath for 10 minutes at 70°C for further detection. Cholesterol and TG content were determined by enzyme kits from PPLYGEN, according to the manufacturer’s instructions.

### FPLC assay

Pooled plasma samples from mice fasted overnight were subjected to FPLC. A total of 700 μL mixed plasma from 7 mice per group was filtrated through a 0.22 μm filter (MilliporeSigma). Then 300 μL plasma was injected onto a Superose 6 10/300 GL column (GE Healthcare BioSciences AB) and eluted at a constant flow rate of 0.4 mL/min PBS. Fractions of 600 μL were collected and assayed for cholesterol and TG. For apolipoprotein analysis, 10 μL of each FPLC fraction was subjected to SDS-PAGE and immunoblotting against APOB or APOA.

### Oral lipid tolerance and hepatic lipid secretion assays

For oral lipid tolerance assay, mice were fasted overnight followed by tail vein injection of 15% Triton WR1399 in saline (500 mg/kg body weight) (MilliporeSigma). Then, 200 μL olive oil was intragastrically administrated into mice. Blood samples were collected at 0, 1, 2, 3, and 4 hours after WR1399 injection for further lipid content detection. For hepatic lipid secretion assay, mice were fasted for 5 hours. Blood from the tail vein was collected for further detection. Mice were injected with Triton WR1399 via tail vein. Blood was collected 1, 2, and 3 hours after WR1399 was administrated for further lipid content detection.

### APOB secretion assay in vitro

HepG2 cells were seeded 1 day before the assay. Then cells were rinsed twice with PBS before culturing for 12 hours in a serum-free medium. The amount of secreted APOB in medium was measured using APOB ELISA kit (Abcam) according to the instructions.

### Isolation of primary hepatocyte

Primary hepatocytes were isolated from chow diet–fed WT, Asgr1^+/^, and Asgr1^–/–^ mice by 2-step collagenase (MilliporeSigma) perfusion digestion and low-speed centrifugation (50*g*, 4°C), then cultured in the collagen-coated dish with DMEM (high glucose, Hyclone) containing 10% FBS (Gibco), 1% NEAA, 1% ITS (Gibco), 1% penicillin and streptomycin (Life Technologies), and 0.1 μM dexamethasone (Selleck). All cells were serum-starved for 12 hours before harvest.

### LDL uptake assay in vitro

HepG2, primary hepatocytes and H1-derived hepatocytes were serum-starved for 12 hours before incubating with 10 μg/mL LDL-dil (Invitrogen) for 3 hours. Hoechst 33258 was used to stain the nucleus before analysis with a fluorescence microscope (Axiovert A1, Zeiss). The intensity of LDL-dil was normalized by number of cells. To quantify the fluorescence intensity values and calculate an average, at least 5 representative images were selected to be analyzed. Experiments were repeated 3 times individually at least. All the intensity of dye was quantified by ImageJ (NIH).

### RNA-Seq assay and analysis

Male mice, WT and *Asgr1*^–/–^, were fasted overnight before collection of the liver tissues. Total RNA of each sample was extracted using TRIzol Reagent/RNeasy Mini Kit (QIAGEN). Total RNA of each sample was quantified and qualified by Agilent 2100/2200 Bioanalyzer (Agilent Technologies), with NanoDrop (Thermo Fisher Scientific). A total of 1 μg RNA was used for the following library preparation. Next-generation sequencing library preparations were constructed according to the manufacturer’s protocol. The sequences were processed and analyzed by GENEWIZ. All the sequencing data have been submitted to the National Center for Biotechnology Information’s Gene Expression Omnibus data bank and the access number is GSE178370.

### Immunofluorescence

HepG2 cells were fixed by 4% paraformaldehyde for 10 minutes at room temperature after being washed by PBS twice. Then cells were blocked and permeabilized with 0.1% Triton X-100 (MP Biomedicals) and 10% FBS diluted in PBS for 30 minutes at room temperature. After that, cells were incubated with primary antibody SREBP1 (Thermo Fisher Scientific, 1:100), SREBP2 (Abcam, 1:100), INSIG1 (Proteintech, 1:200), CALNEXIN (Enzo, 1:200), and PDI (MilliporeSigma, 1:200) incubated at 4°C overnight. After 5 washes with PBS, cells were incubated with Alexa Fluor 488 goat anti-rabbit IgG (H+L) and Alexa Fluor 568 goat anti-mouse IgG (H+L) secondary antibody (Life Technologies) for 1 hour at room temperature with gentle shaking. At last, the samples were washed with PBS 3 times before staining the nucleus with DAPI for 5 minutes. Immunofluorescence images were obtained and analyzed with Zeiss 710 NLO confocal microscopy.

For fluorescence intensity quantification, ImageJ was applied, and relative intensity was quantified by intensity divided by view area. For colocalization, the rate was quantified using ImageJ with colocalization finder. For each sample, no less than 5 representative images were analyzed to quantify the fluorescence intensity values and calculate an average. Experiments were repeated 3 times individually at least.

### Preparation of nuclear extracts and ER fractions

Nucleic and cytoplasmic proteins were obtained by nucleic protein and cytoplasmic protein extraction kit (Beyotime) according to instructions, then used for further analysis by immunoblotting. About 2 × 10^7^ cells were collected after 2 washes by precooled PBS, then centrifuged at 500*g* for 5 minutes at 4°C. Then the ER proteins were extracted according to the Endoplasmic Reticulum Isolation Kit (BestBio) instructions. The obtained proteins were administrated with RIPA buffer (Beyotime), then heated at 100°C for 10 minutes with 4× loading buffer before being subjected to SDS-PAGE.

### Knockdown assay

#### Insig1-knockdown assay in vivo with siRNA.

The siRNA for mice was modified with cholesterol conjugation and methylation for higher efficiency. AML12 cells (Cell Bank of Chinese Academy of Sciences) were used to screen the best siRNA sequences with high knockdown efficiency from 3 candidate sequences according to the instructions for siRNA transfection in cells. The selected *Insig1* siRNA and control were dissolved in 200 μL saline solution before injection. Mice about 12 weeks old were injected with 2.5 nmol siRNA per mouse via caudal vein. The mice were injected 3 days for 3 times in a total of 9 days and then were sacrificed for experiments. All the *Insig1* siRNA sequences and the controls were from Ribo Company. The sequence information was listed in Supplemental Table 1.

#### Transfection of siRNA in cells.

HepG2 cells were prepared for transfection of *INSIG1* siRNA. *INSIG1* siRNA and control were preincubated with Lipofectamine 3000 (Invitrogen) for 15 minutes to form a complex according to the manufacturer’s instructions. The mixing complex was added to HepG2 cell medium to a final concentration of 50 nM. Then 72 hours after the transfection, the cells were collected, and the knockdown efficiency was analyzed by real-time quantitative PCR and Western blots. All the *INSIG1* siRNA sequences and the control were from IGE company. The sequence information was listed in Supplemental Table 1.

### Molecular cloning

The full length of *ASGR1* cDNA was obtained from HepG2 cells and cloned into a lentivirus vector, pRlenti. Virus was packed in 293T cells (Cell Bank of Chinese Academy of Sciences), and supernatant containing active virus was collected for infection. Positive cells were screened out by puromycin (MilliporeSigma) resistance in a dose of 1.2 μg/mL for HepG2. Primers for PCR or siRNA sequences are in Supplemental Table 1.

### Real-time quantitative PCR

Total RNA was isolated from liver tissue stored in liquid nitrogen by TRIzol (Med Chem Express). Real-time PCR was performed with Bio-Rad CFX96. The experimental procedure was carried out according to the reagent instructions. The relative mRNA expression was analyzed by normalizing with β-actin in all genes. The sequences of primers were summarized in Supplemental Table 1.

### Statistics

Statistical significance between 2 groups was assessed with an unpaired, 2-tailed *t* test using Microsoft Excel and among 3 or more was assessed with 1-way ANOVA. All data represent means ± SEM. Statistical significance is denoted by *P < 0.05, **P < 0.01, and ***P < 0.001.

### Study approval

All animal studies, including mouse feeding and operation experiments, were performed in accordance with the experimental animal ethics committee of Guangzhou Institutes of Biomedicine and Health.

## Author contributions

YXL conceived and supervised the project. YX, JT, and XY contributed equally to this work. YXL, YX, and JT prepared the manuscript. YX and JT designed experiments, performed most of the cell experiments, and analyzed the data. The method used in assigning the authorship order among co–first authors is the importance of each author’s work. YW and XY performed most of the animal experiments. YC and KY performed the primary hepatocyte separation experiments. TP and YZ performed the embryonic stem cell hepatic differentiation experiments. JZ, F Yuan, and F Yang assisted with the routine experiments. XL supported the statistical analysis. AG edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
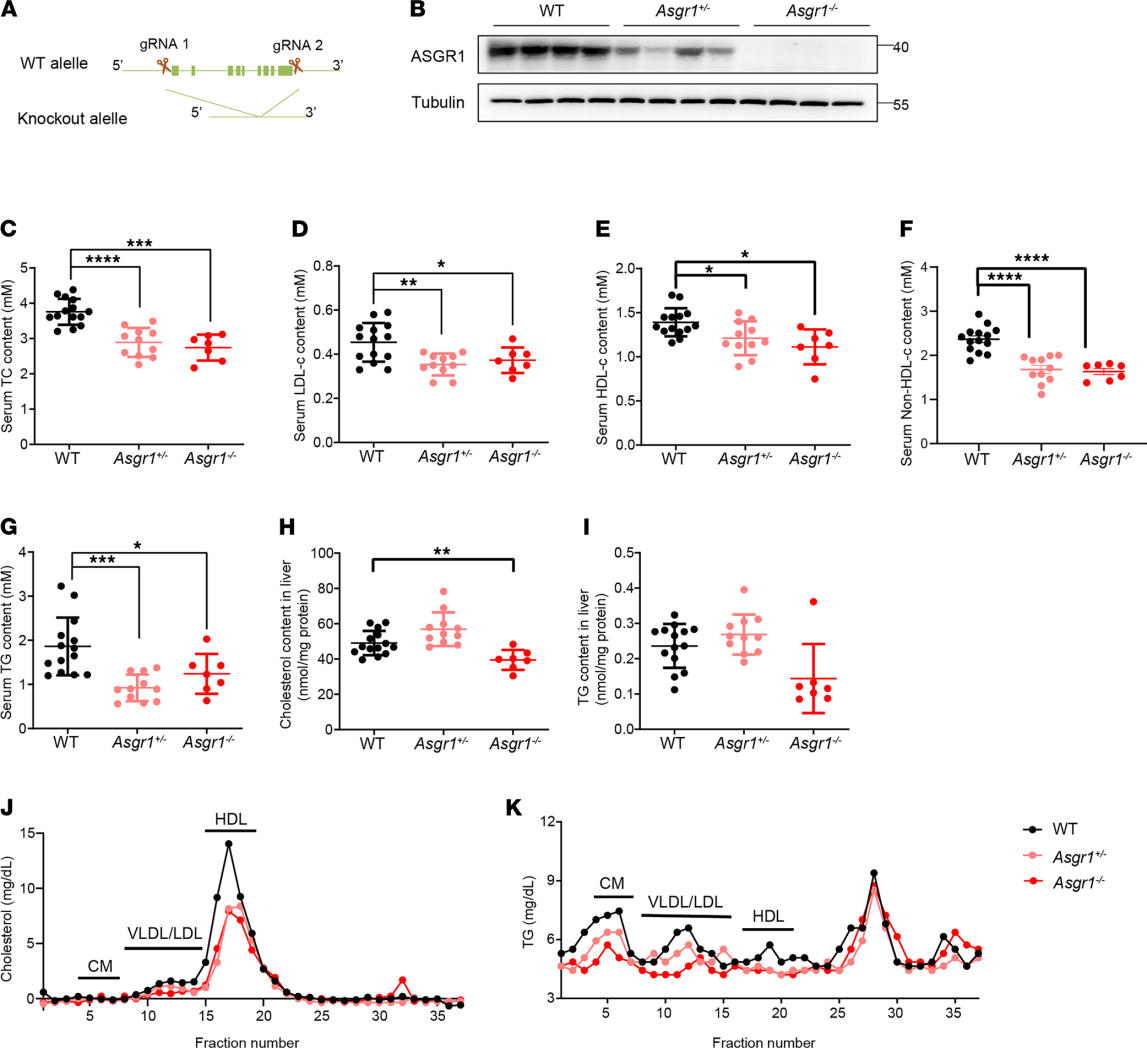
ASGR1-knockout mice represent a low lipid profile. (**A**) Illustration of CRISPR/Cas9 targeting strategy for *Asgr1* deletion in mice. Two single-guide RNAs were applied for gene edition. (**B**) ASGR1 protein contents in the livers of WT, *Asgr1*^+/–^, and *Asgr1*^–/–^ mice were analyzed by Western blots, *n* = 4. Biochemical index including (**C**–**G**) total cholesterol (TC), LDL-c, HDL-c, non–HDL-c, and triglyceride (TG) contents in serum of mice fasted overnight were analyzed (WT, *n* = 14; *Asgr1*^+/–^, *n* = 11; *Asgr1*^–/–^, *n* = 7). In parallel (**H** and **I**), cholesterol and TG contents in liver tissues were analyzed (WT, *n* = 14; *Asgr1*^+/–^, *n* = 11; *Asgr1*^–/–^, *n* = 7). Lipid profiles were analyzed by fast protein liquid chromatography (FPLC) for pooled serum from mice fasted overnight (*n* = 7). (**J**) Cholesterol and (**K**) TG content in each fraction eluted from FPLC (WT, *n* = 7; *Asgr1*^+/–^, *n* = 7; *Asgr1*^–/–^, *n* = 7). All data are shown as the means ± SD. In all Western blots, the numbers on the right are molecular weights of protein markers (kDa). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 as compared with the indicated WT by 1-way ANOVA.

**Figure 2:**
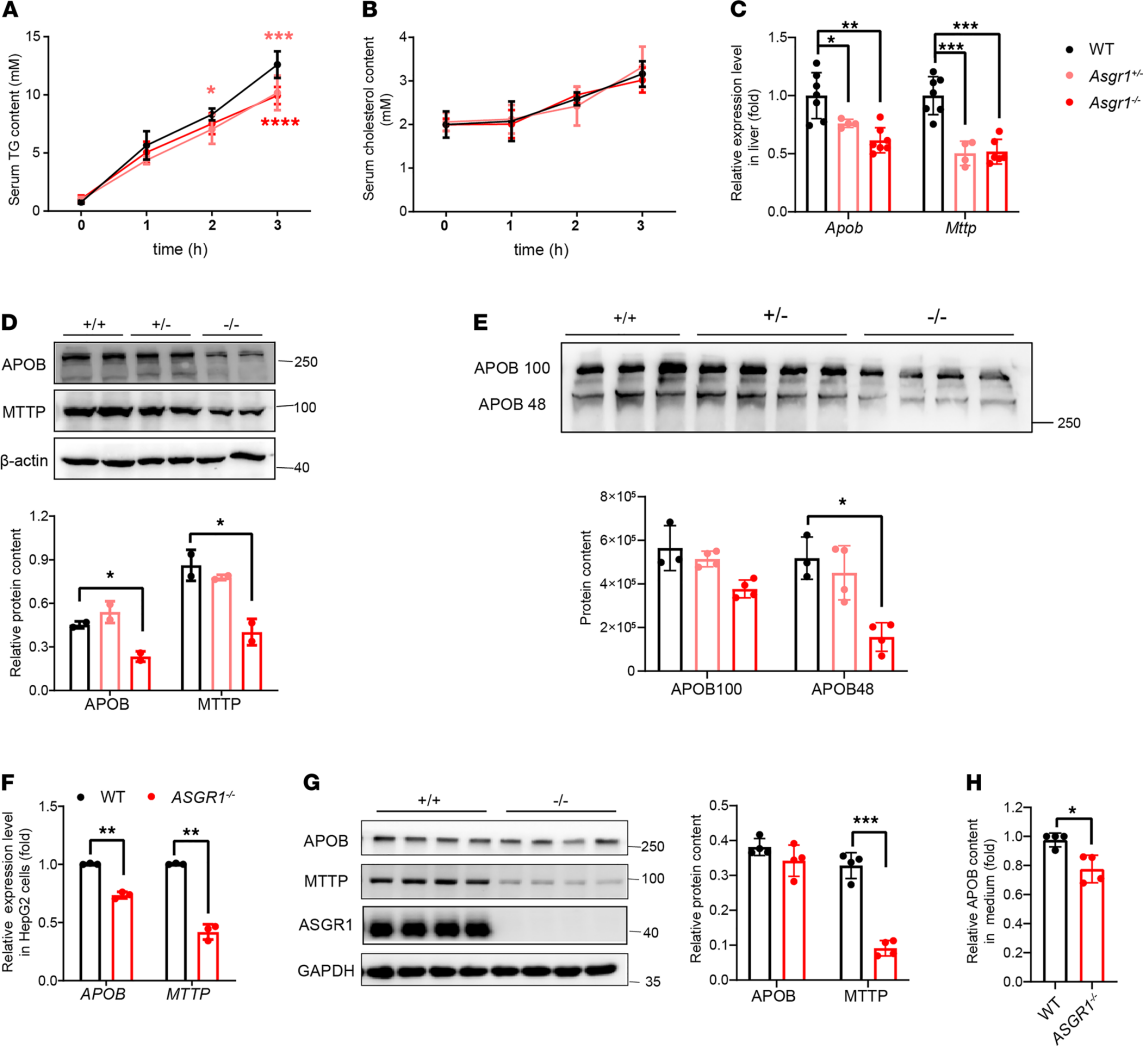
VLDL/LDL secretion is reduced accompanied with less microsomal triglyceride transfer protein in ASGR1-deficient mice. Hepatic lipid secretion assays were conducted on mice with different genotypes. (**A**) TG and (**B**) cholesterol content were measured at 0, 1, 2, and 3 hours after i.p. injection with tyloxapol, *n* = 5. (**C**) The relative mRNA expression level of secretion-related genes, *Apob* and microsomal triglyceride transfer protein (*Mttp*) were analyzed by real-time PCR (RT-PCR) in liver tissues (WT, *n* = 7; *Asgr1*^+/–^, *n* = 4; *Asgr1*^–/–^, *n* = 7). (**D**) The corresponding proteins, APOB and MTTP, were analyzed by Western blots in liver tissues. Representative images of the immunoblotting and gray intensity of each band relative to β-actin was shown, *n* = 3. (**E**) Secreted APOB content in mouse serum was analyzed by Western blots (WT, *n* = 3; *Asgr1*^+/–^, *n* = 4; *Asgr1*^–/–^, *n* = 4). Parallel analyses were conducted on HepG2 cell lines. (**F**) The mRNA expression level of *APOB* and *MTTP* was analyzed by RT-PCR (*n* = 4), and (**G**) protein content of APOB and MTTP was analyzed by Western blots, *n* = 4. (**H**) ELISA comparison of secreted APOB content between WT and *ASGR1*^–/–^, *n* = 4. All data are shown as the means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 as compared with the indicated WT by 1-way ANOVA among 3 groups. Statistical significance between 2 groups was assessed with an unpaired, 2-tailed *t* test.

**Figure 3:**
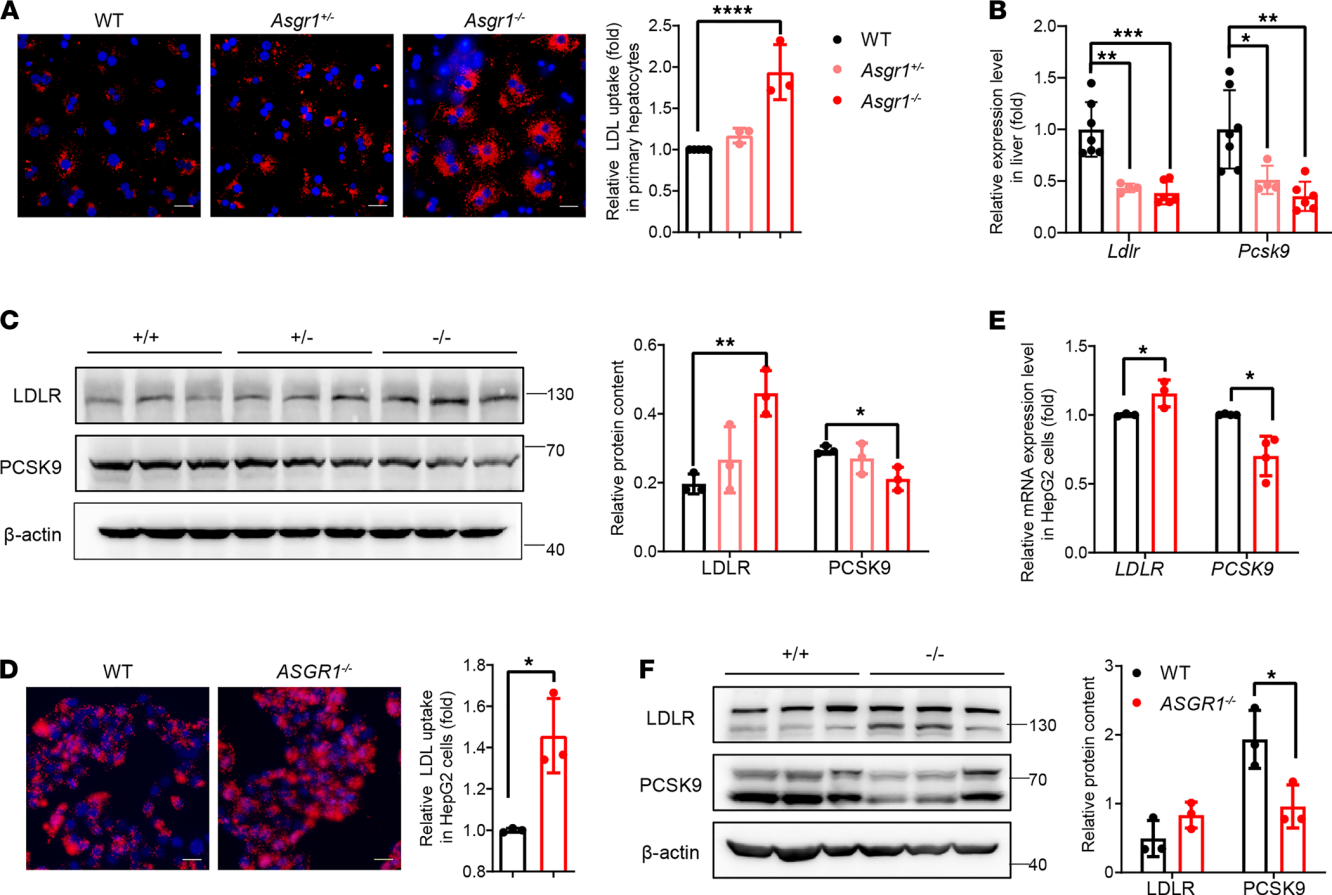
The LDL uptake rate increased in ASGR1-deficient hepatocytes linked with less proprotein convertase subtilisin/kexin type 9. The LDL uptake assays were conducted on primary hepatocytes with different genotypes. (**A**) Representative images of LDL-dil (red) accumulation and nuclear staining (blue) with Hoechst 33258 (scale bar: 20 μm) with florescence intensity quantitative analysis (right). Each point represents 1 of the experimental replicates, *n* = 3. (**B**) The mRNA expression level of LDL receptor (*Ldlr*) and proprotein convertase subtilisin/kexin type 9 (*Pcsk9*) was analyzed by RT-PCR in liver tissues. WT, *n* = 7; *Asgr1*^+/–^, *n* = 4; *Asgr1*^–/–^, *n* = 6. (**C**) The corresponding proteins, LDLR and PCSK9, were analyzed by Western blots in liver tissues, *n* = 3. Gray intensity of the band was shown on the right. Parallel analyses were conducted on HepG2 cell lines. (**D**) Representative images of LDL-dil (red) accumulation and nuclear staining (blue) with Hoechst 33258 (scale bar: 20 μm) with fluorescence intensity quantitative analysis (right). Each point represents 1 of the experimental replicates, *n* = 3. (**E**) The mRNA expression level of *LDLR* and *PCSK9* in cells, *n* = 3. (**F**) The corresponding proteins, LDLR and PCSK9, were analyzed by Western blots in cells. Gray intensity of the band was shown on the right, *n* = 3. All data are shown as the means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 as compared with the indicated WT by 1-way ANOVA among 3 groups. Statistical significance between 2 groups was assessed with an unpaired, 2-tailed *t* test.

**Figure 4:**
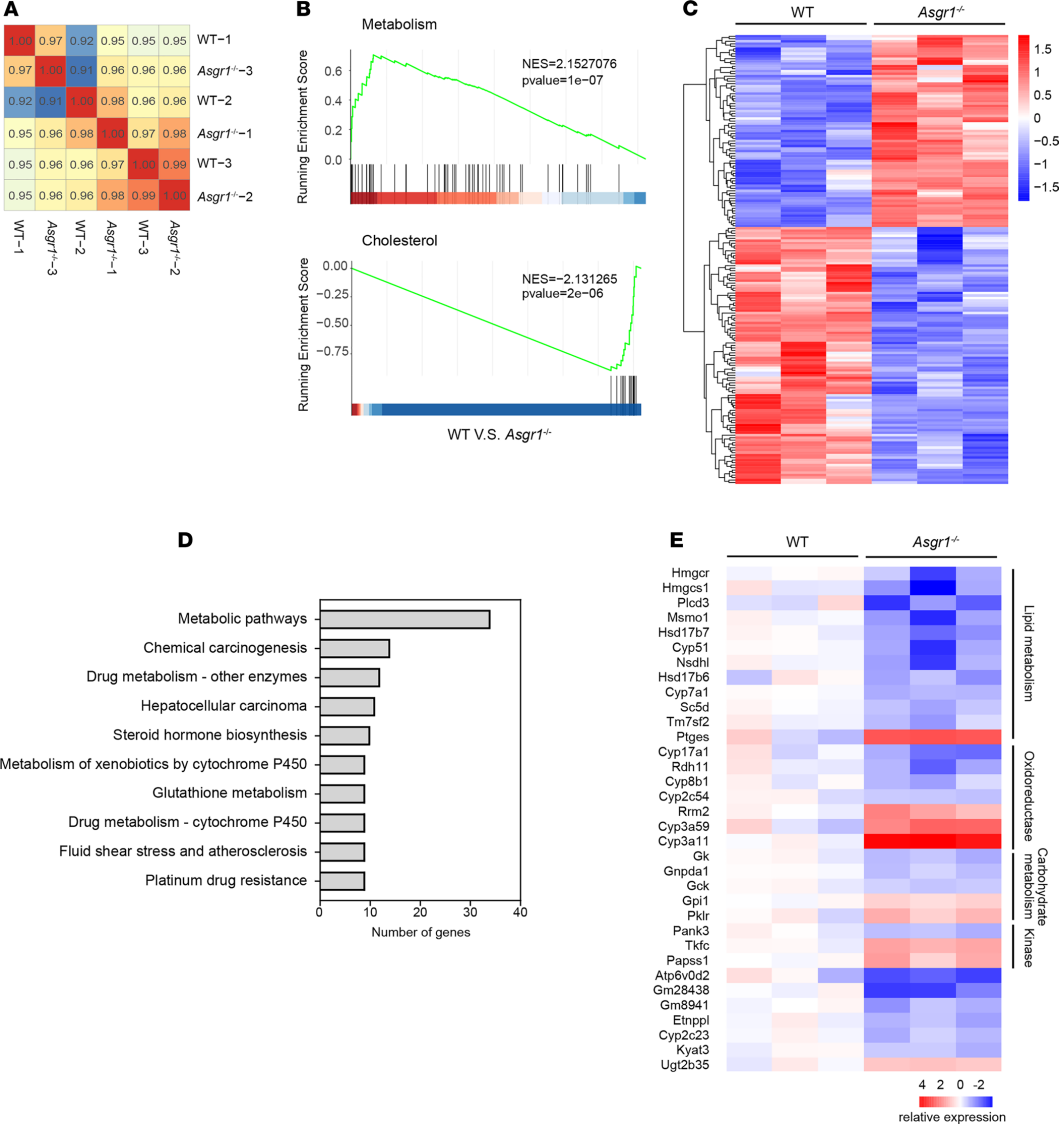
Attenuated metabolic gene program in livers of *Asgr1*^–/–^ mice. Liver tissues of WT and *Asgr1*^–/–^ mice were collected for RNA-Seq and analyzed with WT as control, *n* = 3. (**A**) Heatmap shows hierarchical clustering of Pearson’s correlation coefficient for all liver samples based on RNA-Seq profiles. Score of 1 (red) denotes perfect correlation. (**B**) GSEAs of gene sets for metabolism (top) and cholesterol homeostasis (bottom). NES, normalized enrichment score. (**C**) Heatmap shows hierarchical clustering of differentially expressed genes in *Asgr1*^–/–^ mice. Values are column-scaled to show expression level. (**D**) Kyoto Encyclopedia of Genes and Genomes analyses of differentially expressed genes. Values are row-scaled to show number of genes involved in the relevant pathway. (**E**) Heatmap shows hierarchical clustering of differentially expressed genes involved in the metabolic pathway. Values are row-scaled to show relative expression level.

**Figure 5:**
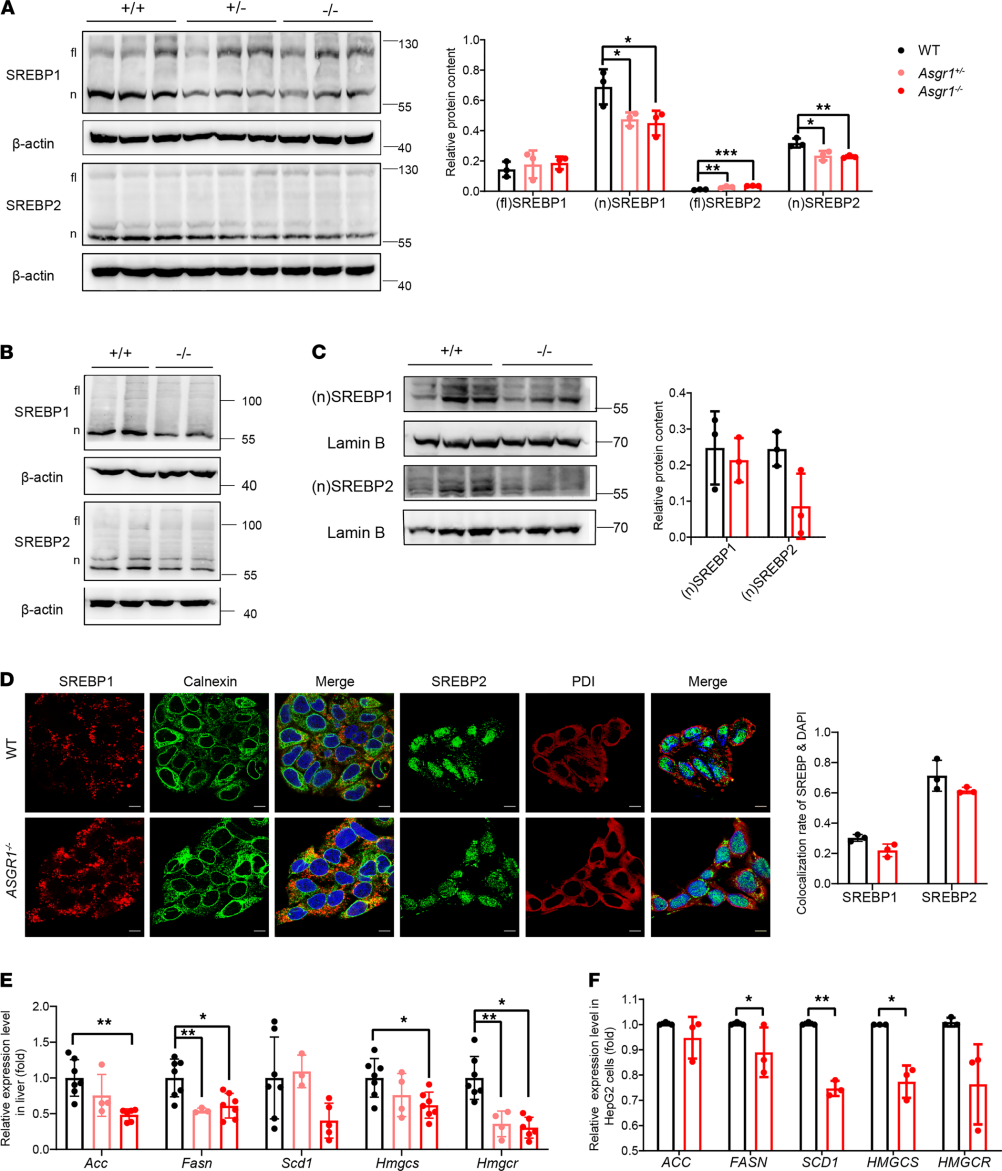
ASGR1 deficiency leads to fewer processed nSREBPs in the nucleus. In mice, (**A**) SREBP content was analyzed by Western blot in the whole protein of liver tissues, *n* = 3. fl, full length; n, nucleus. Parallel analyses were conducted on HepG2 cell lines. (**B**) SREBP content was analyzed by Western blot in the whole protein of HepG2 cell lysates. Representative images of immunoblotting shown, *n* = 3. Nucleic protein was isolated from HepG2 cell lysates, and (**C**) SREBP content in nucleus protein was analyzed by Western blot. SREBP location in cytoplasm and nucleus in hepatic cells was analyzed by immunofluorescence staining, *n* = 3. (**D**) Representative images to display SREBP location (scale bar: 10 μm). Calnexin and PDI are markers for ER. Colocalization rate of SREBP and DAPI shown on the right. Each point represents 1 experimental replicate, *n* = 3. (**E**) The mRNA expression level of SREBP-targeted genes in mouse livers. WT, *n* = 7; *Asgr1*^+/–^, *n* = 4; *Asgr1*^–/–^, *n* = 7. (**F**) The mRNA expression level of SREBP-targeted genes in HepG2 cells, *n* = 3. All data are shown as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 as compared with the indicated WT by 1-way ANOVA among 3 groups and by unpaired, 2-tailed *t* test between 2 groups.

**Figure 6:**
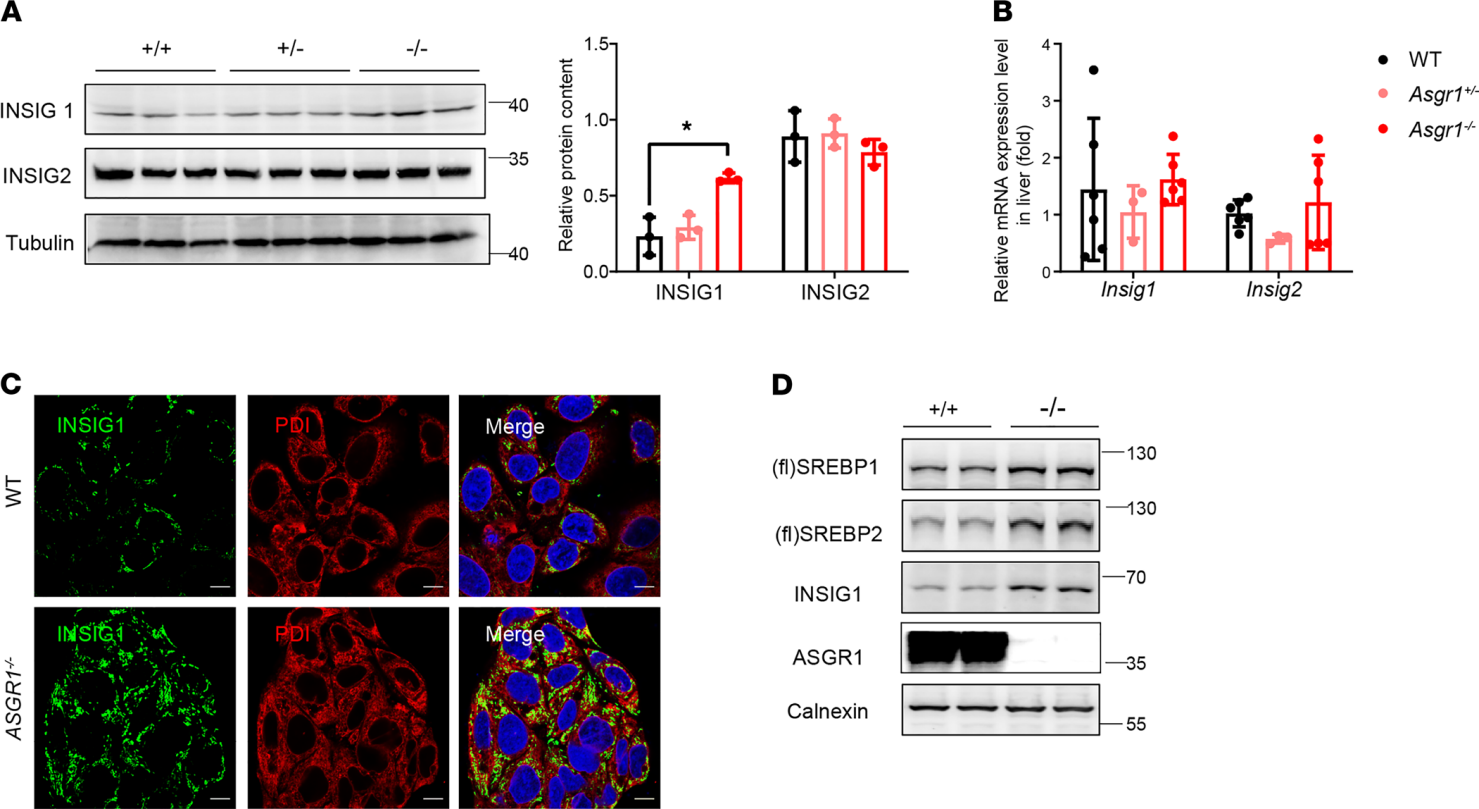
High INSIG1 level is responsible for the ER retention of SREBPs in ASGR1 deficiency. In mice, (**A**) INSIG1 and INSIG2 protein contents were analyzed by Western blots in liver tissues, *n* = 3. (**B**) mRNA expression level of *Insig1* and *Insig2* in liver tissues (WT, *n* = 6; *Asgr1*^+/–^, *n* = 3; *Asgr1*^–/–^, *n* = 6). In HepG2 cells, (**C**) representative images of immunofluorescence staining for INSIG1 and ER marker PDI (scale bar: 10 μm). (**D**) SREBP and INSIG1 protein contents of ER fraction isolated from HepG2 cells were analyzed by Western blots. Representative images of the immunoblotting shown, *n* = 3. All data are shown as the means ± SD. *P < 0.05, as compared with the indicated WT by 1-way ANOVA among 3 groups. Statistical significance between 2 groups was assessed with an unpaired, 2-tailed *t* test.

**Figure 7:**
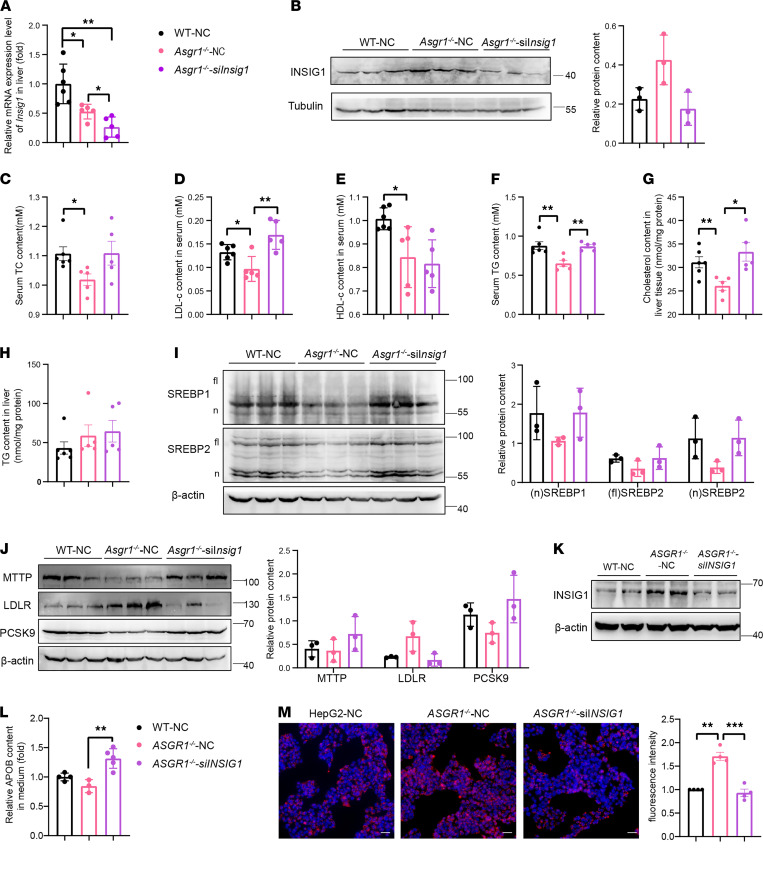
*INSIG1* knockdown reversed the lipid profile and SREBP signaling in ASGR1 deficiency. INSIG1-knockdown assays were conducted in vivo and in vitro via siRNA. Specific siRNA-*INSIG1* (si*INSIG1*) and siRNA-negative control (NC) sequences for mice or humans were applied for the assay, respectively. In mice, after the injection of siRNA, (**A**) mRNA expression level of Insig1 in liver was checked by RT-PCR, *n* = 5. (**B**) The corresponding INSIG1 protein in liver tissues was analyzed by Western blots, and gray intensity of each band relative to Tubulin was shown, *n* = 3. Mice were fasted overnight. Biochemical index of (**C**–**F**) TC, LDL-c, HDL-c,and TG in serum; (**G** and **H**) cholesterol; and TG were checked (WT, *n* = 6; *Asgr1*^+/–^, *n* = 5; *Asgr1*^–/–^, *n* = 5). (**I** and **J**) SREBP1, SREBP2, MTTP, LDLR, and PCSK9 protein content in liver tissues and gray intensity of each band relative to β-actin shown, *n* = 3. In HepG2 cells, (**K**) INSIG1 protein content after transfection with siRNA was analyzed by Western blots, *n* = 3. (**L**) Secreted APOB content in the cell medium was analyzed by ELISA (WT-NC, *n* = 4; ASGR1^–/–^-NC, *n* = 3; ASGR1^–/–^-si*INSIG1*, *n* = 5). The LDL uptake assays were conducted in transfected cells. (**M**) Representative images of LDL-dil accumulation (scale bar: 20 μm) and fluorescence intensity quantitative analysis, *n* = 4. All data are shown as the means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, as compared with the indicated WT by unpaired, 2-tailed *t* test between 2 groups.

**Figure 8:**
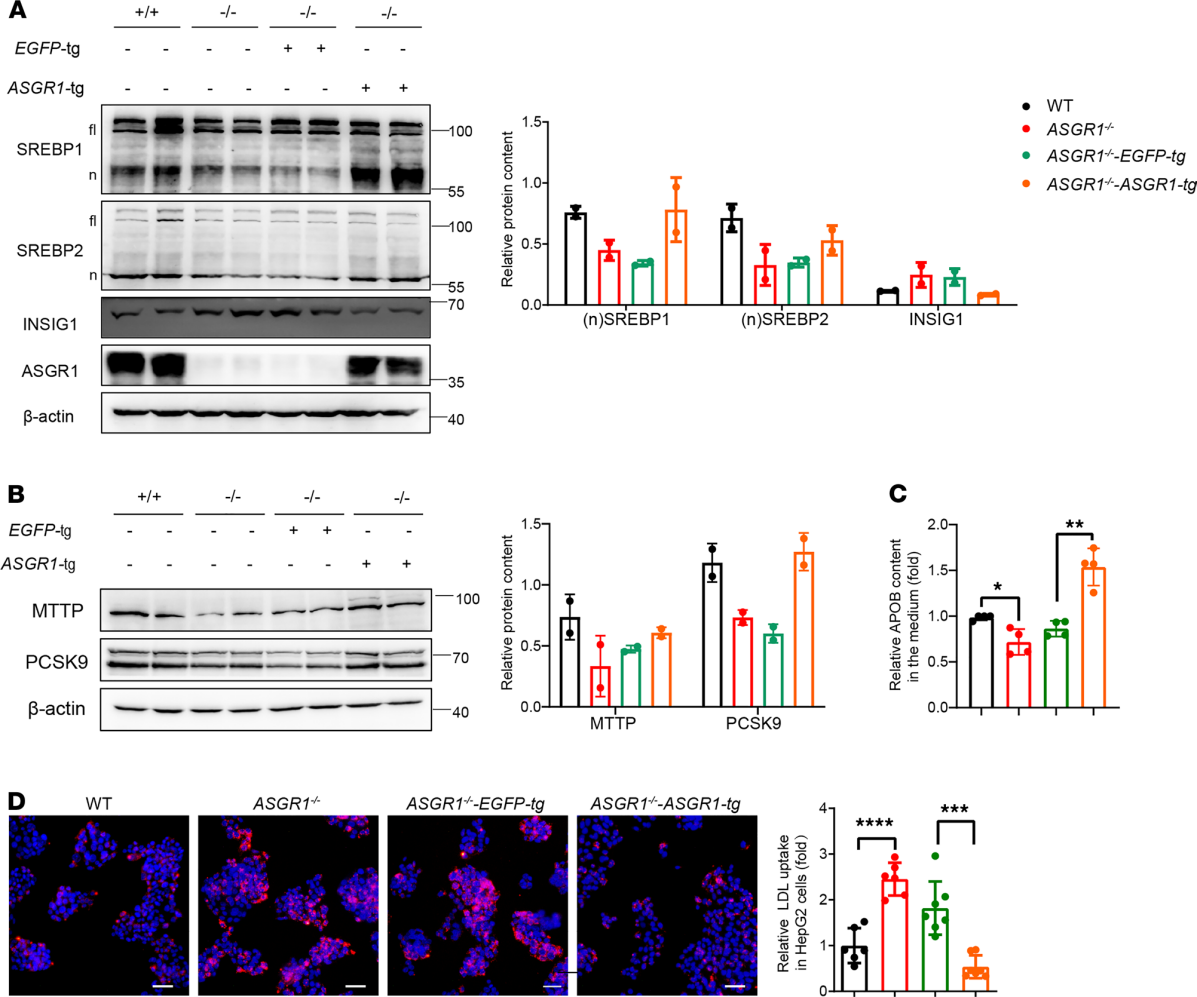
Restoring ASGR1 expression rescues INSIG1-mediated network defects. *ASGR1* overexpression assays were conducted in *ASGR1*^–/–^ HepG2 cell *ASGR1* overexpression (*ASGR1*^–/–^-*ASGR1*-tg) cells and control group with *EGFP* overexpression (*ASGR1*^–/–^-*EGFP*-tg) were generated for following assays. (**A**) SREBP and INSIG1 protein content analysis by Western blots. Representative images of the immunoblotting and gray intensity of each band relative to β-actin shown, *n* = 3. (**B**) MTTP and PCSK9 were analyzed by Western blots. Representative images of the immunoblotting and gray intensity of each band relative to β-actin was shown, *n* = 3. (**C**) Secreted APOB measurement by ELISA, *n* = 4. (**D**) The LDL uptake assays. Representative images of LDL-dil accumulation (scale bar: 20 μm) and fluorescence intensity quantitative analysis shown, *n* = 3. All data are shown as the means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 as compared with the indicated WT by unpaired, 2-tailed *t* test between 2 groups.

## Version 1 10/08/2021

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

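The samples were livers of 3 WT and 3 *Asgr1*-/- male C57BL/6 mice, 13 weeks old and fasted overnight, with 1 RNA-Seq library per mouse. The deposited table gives 1 line per gene for 55401 Ensembl genes, with raw counts, FPKM made by the authors and the exonic size of each gene. The counts are whole numbers. The FPKM columns equal the counts divided by exonic size and by the sum of the library's counts, within 0.005. The submitters' notes name genome build GRCm38 and DESeq2 1.6.3, and the paper's methods name GENEWIZ as having processed and analyzed the sequences. The paper's text names the thresholds for changed genes but not the test used for RNA-Seq. Values of gene ontology terms in the table were not used here, and read-level data were not analysed here. Values of some genes named in the paper are not reported here.
Gene IDs were matched to the GENCODE M21 annotation of GRCm38, which holds 99.5% of the IDs. Total counts per library were 20137729, 21178121 and 20134006 in WT livers 1, 2 and 3, and 22080809, 19842637 and 20274563 in *Asgr1*-/- livers 1, 2 and 3. Correlation of the deviations from the group means gave -0.142, 0.0392 and -0.0335 between livers of the same number, so the numbers were not treated as pairs. No library repeated another, as the chi-square per degree of freedom between replicates ranged from 25.7 to 71.8.
The planned test was limma on log2(FPKM + 0.1), to be replaced by edgeR's quasi-likelihood test if the table held raw counts, and since it does, edgeR was used. Genes with a mean FPKM of at least 1 over the 6 livers were tested (10167 genes), with TMM normalization, a two-sided test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a fold change above 1.5. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Gene families among the called genes were tested with Fisher's exact test against the tested genes. For single values the exact permutation test of 3 against 3 cannot give a p below 0.1.
The genes named in the text were chosen by a fixed rule: every gene named in the paper's text or printed in Figure 4E, whose directions had been seen there; the 10 largest rises and the 10 largest falls among called genes without overlap between the groups; up to 4 members with the smallest p in each list described; and the 3 called genes with the smallest p outside the paper's genes. Genes named outside this rule are said to be so. The lists for neutrophils and for fat and pancreas had fewer than 3 tested genes and were not tested.
Tested on simulated data with the same number of livers, edgeR recovered 17.9% of genes changed 1.5-fold, 74.6% of those changed 2-fold and 97.0% of those changed 4-fold. Recovery was counted at the adjusted p without the fold threshold. Genes were drawn independently, so shifts shared by many genes of a liver were not simulated. DESeq2 recovered 47.8%, 88.1% and 97.0%, with 23 false calls against 12 from edgeR, and limma on FPKM recovered 2.99%, 62.7% and 92.4% with 7 false calls.
The alternatives chosen at the outset were other pseudocounts, filters and normalizations, limma's robust, untrended and weighted fits, a block for the replicate number, DESeq2 on counts and leaving out each liver. Alternatives chosen after the data were seen were limma with a pseudocount of 0.1 as first planned for FPKM, DESeq2 with a prior on the fold change, edgeR with median-of-ratios size factors or with robust estimation, offsets that remove a trend with gene length or GC content, gene list medians as covariates, and fold changes relative to *Actb*. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.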

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

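The gene and list tests below were planned, and no test in this part was chosen after its result was seen. The paper does not report on the genes and lists named here, which passed the test between the genotypes, with WT livers as the control.
Among called genes outside those of the paper, the smallest p values belonged to *Bmf* (log2 fold change -2.37), *Junb* (-1.13) and the transcript *Gm37416* (-3.47), all lower in each of the 3 *Asgr1*-/- livers than in every WT liver. *Bmf* passed without each single liver, and *Junb* and *Gm37416* without 3 of the 6.
Among lists the paper does not discuss, those with a camera adjusted p under 0.05 and a positive median were the proteasome subunit genes (0.29), the ribosomal protein genes (0.18), the unfolded protein response (0.26), the PXR and CAR targets (0.041) and the cholangiocyte markers (1.20). Those with a negative median were the periportal hepatocyte genes (-0.30), the female-biased liver genes (-1.60), the interferon response (-0.40), the mitochondrially encoded genes (-0.37), the sulfotransferase family (-0.37), the lymphocyte markers (-0.49) and the acute phase response (-0.18). Splits of the livers that mix the genotypes passed up to 21 lists by camera, against 18 for the genotypes. With an estimated correlation none of these lists passed, and with fry the proteasome list alone did. Without WT liver 3 the median of the PXR and CAR targets was -0.02 with an adjusted p = 0.130 from camera, and the call was lost in 9 of 19 alternatives. The lymphocyte list lost its call in 11 of 18 alternatives, with medians up to 0.22.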

How the results depend on the processing

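Limma with a pseudocount of 0.1, DESeq2 with a prior, edgeR with robust estimation, the length and GC offsets and the Kupffer covariate were chosen after the data were seen. The direction and call of *Asgr1* were kept in every alternative run. The cholesterol synthesis median (-1.11) and that of the other SREBP targets (-0.52) kept their direction throughout and passed camera in every fit, but not with an estimated correlation (adjusted p = 0.431 for both) or fry (adjusted p = 0.184 and 0.118), and those 2 tests passed 0 and 1 lists against 18. In the counts that follow, the order is genes called, genes at adjusted p alone, enriched families, genes of Figure 4E and genes measured by RT-PCR, where 30, 30, 3, 8 and 1 were called by the planned test. Limma gave 11, 11, 1, 4 and 0 with a pseudocount of 0.1 or 0.01 and with median-of-ratios or TPM scaling, 16, 16, 1, 4 and 0 with a pseudocount of 1, 12, 12, 1, 4 and 0 with quantile normalization, 13, 13, 1, 4 and 0 when robust, 7, 7, 0, 1 and 0 without a trend, and 5 and 0 for the last 2 counts with array weights. A filter at an FPKM of 0.1 gave 70, 70, 18 and 3 (families within 1.5 times), one at 5 gave 12, 12, 1 and 5, and no filter gave 465, 618, 5, 34 and 5. The replicate block gave 1 family and 0 genes measured by RT-PCR. For all but the families, DESeq2 gave 248, 396, 29 and 3, DESeq2 with a prior 213, 375, 29 and 3, robust edgeR 80, 84, 17 and 3, the GC offset 60, 63, 14 and 3 and the Kupffer covariate 262, 337, 30 and 4, and the length offset gave 2 genes measured by RT-PCR. Without single livers the ranges were 3 to 288, 3 to 305, 0 to 4, 1 to 26 and 0 to 3. The fewest genes were called without *Asgr1*-/- liver 1 or 3 and the most without WT liver 3. The fatty acid synthesis median of 0.10 was -0.0057 at an FPKM of at least 5, 0.10 with DESeq2 (camera's direction turned) and 0.028 to 0.32 without single livers. The Kupffer cell median of -0.56 reversed to 0.64 without WT liver 3 and was -1.02 without WT liver 1, and the difference in mean r within and between genotypes reversed to -0.0028 on linear FPKM. Fewer genes tested, or livers left out, are part of how those alternatives are built; for the others the cause was not tested. In counts simulated at this depth and number of livers, with genes drawn independently, edgeR found 17.9% of 1.5-fold changes at the adjusted p alone.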

Differences from the paper's values

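DESeq2 with a prior on the fold change, the Kupffer covariate and folds relative to *Actb* were run after the values were seen, and the other alternatives named here were set before the data were examined.
At the paper's thresholds 30 genes changed, and the paper's value is 181. Of 20 alternatives, DESeq2 on counts gave 248, within 1.5 times, and the other 19 did not (3 to 465). Of these genes 16 were lower, and the paper's value is 104, with DESeq2 (155) and the fit without WT liver 3 (128) within 1.5 times among 19 alternatives. For the higher genes, 14 were found and the paper's value is 77, with DESeq2 (93) within 1.5 times. DESeq2 with a prior on the fold change, chosen after seeing the values, gave 213 genes (135 lower and 78 higher), and drops 5 of the 34 genes of Figure 4E that the paper calls.
Of the paper's 34 genes of Figure 4E, 8 passed. No filter (34), DESeq2 (29) and the fit without WT liver 3 (26) came within 1.5 times, and the other 16 of 19 alternatives did not. For its lipid metabolism genes 3 passed and the paper's value is 12, with 12 under no filter and 8 with DESeq2, and 17 of 19 alternatives did not come within 1.5 times. The Kupffer covariate, also chosen after seeing the values, called 30 of the 34 and 9 of the 12.
The next values compare RNA-Seq of 3 and 3 livers with RT-PCR relative to β-actin, read by eye, in mice not known to be the same, as folds of *Asgr1*-/- over WT. A fold was counted as differing if it was over 1.5 times higher or lower than the paper's and also lay further away than the RNA-Seq spread. That spread is the SD of the *Asgr1*-/- livers divided by the WT mean. Other folds are called in range, so a gene with a wide spread can be in range at a ratio above 1.5. For *Mttp* the fold was 1.11, and the paper's is about 0.51 in Fig. 2C, with none of 19 alternatives in range. For *Acaca* it was 1.23 against the paper's about 0.48 in Fig. 5E, and for *Fasn* 1.42 against the paper's about 0.60 in Fig. 5E, with none of the alternatives in range for either. For *Scd1* it was 0.945 against the paper's about 0.40 in Fig. 5E, with the fits without WT liver 3 (0.736) and *Asgr1*-/- liver 1 (0.715) in range. For *Hmgcs1* it was 0.31 against the paper's about 0.62 in Fig. 5E, with the fit without *Asgr1*-/- liver 2 (0.417) in range. For *Insig1* it was 0.459 against the paper's about 1.1 in Fig. 6B, with none in range. The folds of *Apob* and *Insig2* did not differ by this measure, and the coefficients printed in Fig. 4A match the squared Pearson r of linear FPKM over every gene at 2 decimals.
Folds relative to *Actb*, chosen after seeing the values, were 0.659 for *Mttp*, 0.728 for *Acaca*, 0.844 for *Fasn* and 0.560 for *Scd1*, nearer to the paper's, and 0.184 for *Hmgcs1* and 0.272 for *Insig1*, farther from them.
In direction, the paper reports lower lipogenic gene expression in the absence of ASGR1, where the RNA-Seq log2 fold changes were 0.51 for *Fasn*, 0.30 for *Acaca* and -0.08 for *Scd1*, none of which passed the test, beside -1.69 for *Hmgcs1*. The sign of *Scd1* was kept in 7 of 19 alternatives, with -0.48 to 0.50 without single livers. The paper also reports lower *Mttp* mRNA, where the log2 fold change was 0.15 (adjusted p = 0.667 from edgeR). It reports no significant difference in the expression of bile acid synthesis genes in a supplemental figure, which was not used here. In the RNA-Seq, *Cyp7a1* fell with a log2 fold change of -1.02 (adjusted p = 0.0082 from edgeR), and it is lower in the paper's Figure 4E too. Its discussion proposes from the transcriptome that the knockout only lowered a group of genes related to lipid metabolism, although it also reports 77 higher genes. Here 14 of the 30 changed genes were higher, the largest rise being *Cyp3a11* at 3.85, and *Bmf* and *Junb* fell.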

Other observations

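All tests of explanations in this part were chosen after the result was seen, apart from the splits of the livers and the length and GC offsets for *Actb*.
Further lists showed no call between the genotypes. Their adjusted p values are from camera at its preset correlation, the more lenient setting, and with an estimated correlation 0 lists passed. Of 24 genes more expressed in male than in female liver, 0 passed (5 rose and 1 fell when adjusted over the list alone; median -0.05, mean 0.16, adjusted p = 0.145 from camera), and the male-biased liver genes had 0.27 without WT liver 3 (adjusted p = 2.2e-05) and 0.08 without *Asgr1*-/- liver 1 (adjusted p = 0.0031). Of 19 genes of the major urinary protein family, 0 passed (1 rose when adjusted over the list alone; median -0.17, mean 0.09, adjusted p = 0.714), with 0.19 without WT liver 3 (adjusted p = 0.0030) and 0.08 without *Asgr1*-/- liver 1 (adjusted p = 0.0122). Of 15 pericentral hepatocyte genes, 0 passed (1 fell when adjusted over the list alone; median -0.18, adjusted p = 0.0545), with adjusted p values of 0.0117 without WT liver 3 and of 0.0158 and 0.0209 without *Asgr1*-/- livers 2 and 3. Of 20 genes of the circadian clock and output, 0 passed either way (median -0.14, adjusted p = 0.454, and 0.0485 without WT liver 3). Of 13 genes of the heat shock response, 0 passed either way (median 0.11, adjusted p = 0.191, and 0.24 with adjusted p = 7.5e-05 without WT liver 3). Of 7 cell cycle genes 0 passed (2 rose and 1 fell when adjusted over the list alone; median -0.04, mean 0.25, adjusted p = 0.496), of 78 nuclear encoded respiratory chain genes 0 passed either way (median 0.03, adjusted p = 0.245, 4.2e-04 without WT liver 1 and 0.0271 without *Asgr1*-/- liver 2) and of 18 lectins 0 passed either way (median -0.05, adjusted p = 0.793). Of 10 immediate early genes *Junb* fell and 9 did not pass (1 fell when adjusted over the list alone; median 0.14, mean -0.06, adjusted p = 0.528).
Genes chosen here after their values were seen showed further differences. *Gm4316*, on chromosome 8, had 580, 373 and 36 counts in WT livers 1, 2 and 3 and 0 in each *Asgr1*-/- liver, and *1010001B22Rik*, on chromosome 5, had 0 counts in each WT liver and 17, 28 and 19 in the *Asgr1*-/- livers. The tubulin gene *Tubb4b* had a log2 fold change of 0.82 (adjusted p = 0.0606 from edgeR), beside the rise of *Tubb2a*. *Dbp*, a clock output gene, was at 163, 79.5 and 37.2 CPM in WT livers 1, 2 and 3 and at 57.3, 74.7 and 65.4 CPM in the *Asgr1*-/- livers.
The 6 livers make 10 splits into 3 and 3, too few for a share under 0.05. The split by genotype gave 30 called genes against at most 1 in another split (1 split as large, the real one). Adjusted p alone gave the same, 30 against at most 1 (1 split). Enriched families numbered 3 against 0 (1 split). A split with 0 called genes cannot give an enriched family, so the family count is not an independent comparison. The median size for the cholesterol synthesis genes was 1.11 against at most 0.653 (1 split). The split by genotype gave 18 lists by camera against at most 21, with 5 splits as large, the real one included. For the cholesterol synthesis list the adjusted p from camera was 4.3e-23 by genotype and 2.5e-16 to 0.927 in the other splits.
The cholesterol synthesis genes were lower in *Asgr1*-/- livers as a group. Their median without *Asgr1*-/- liver 2 was -0.75, and with a trend in gene length or GC content removed it was -1.08 or -1.12, which argues against that liver or either trend as the whole cause. The paper reports less nuclear SREBP2 protein in livers lacking ASGR1, reversed by knockdown of *Insig1*. For the mRNA values here, lower activity of SREBP2 as a contribution stays a hypothesis. The other SREBP targets, a separate list, had a median of -0.52, although that list did not pass with an estimated correlation. The genes of fatty acid synthesis went both ways (3 rose and 3 fell when adjusted over the list alone), and differences in feeding or time of collection between the mice were not tested.
Kupffer cell markers were higher in WT liver 3 than in WT liver 1 by a median of 3.26 (log2), with 1.23 for endothelial, 0.96 for stellate cell, 2.17 for cholangiocyte and 0.53 for lymphocyte markers. The Kupffer and endothelial medians differed by 2.03, which argues against a lower share of hepatocytes in WT liver 3 as the whole cause, while a change in Kupffer cells themselves stays open. With the Kupffer median as a covariate 262 genes were called. Among the medians of the 43 other lists used in the same way, 14 gave more than 1.5 times the calls of the fit without one and 2 gave as many as the Kupffer median, up to 408, so the rise is not particular to Kupffer cell markers. This criterion of 1.5 times replaced that of as many calls after the result had been seen.
The paper's RT-PCR folds were lower than the RNA-Seq folds for 6 of the 8 genes compared here. RT-PCR was expressed relative to β-actin, and *Actb* was at 546 ± 72.1 CPM in WT and 922 ± 83.7 CPM in *Asgr1*-/- livers (log2 fold change 0.75, adjusted p = 0.0543 from edgeR), while *Actg1*, named outside the fixed rule, had 0.02. Taken relative to *Actb*, the median absolute log2 difference went from 1.18 to 0.49, with 6 genes closer and *Hmgcs1* and *Insig1* farther. The same factor lowers every fold, and the genes that came closer are those whose RNA-Seq folds lay above the paper's. The comparison therefore cannot show whether the reference gene accounts for part of the difference. Removing a trend in length or GC content left *Actb* at 0.74 or 0.75, which argues against those trends as the whole cause of the *Actb* value. With the Kupffer or the endothelial median as a covariate it was 0.76 (standard error 0.13 in both). In both lists the medians of the WT livers lay on either side of those of the *Asgr1*-/- livers. These covariates can therefore hardly move the value, and they cannot decide whether more of those cells contribute. Whether the RT-PCR mice were those of the RNA-Seq is not known here, and a biological change in *Actb* was not tested.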
